# Inhibiting BCKDK in triple negative breast cancer suppresses protein translation, impairs mitochondrial function, and potentiates doxorubicin cytotoxicity

**DOI:** 10.1038/s41420-021-00602-0

**Published:** 2021-09-15

**Authors:** Dipsikha Biswas, Logan Slade, Luke Duffley, Neil Mueller, Khoi Thien Dao, Angella Mercer, Shanmugasundaram Pakkiriswami, Yassine El Hiani, Petra C. Kienesberger, Thomas Pulinilkunnil

**Keywords:** Cancer metabolism, Nutrient signalling

## Abstract

Triple-negative breast cancers (TNBCs) are characterized by poor survival, prognosis, and gradual resistance to cytotoxic chemotherapeutics, like doxorubicin (DOX). The clinical utility of DOX is limited by its cardiotoxic and chemoresistant effects that manifest over time. To induce chemoresistance, TNBC rewires oncogenic gene expression and cell signaling pathways. Recent studies have demonstrated that reprogramming of branched-chain amino acids (BCAAs) metabolism facilitates tumor growth and survival. Branched-chain ketoacid dehydrogenase kinase (BCKDK), a regulatory kinase of the rate-limiting enzyme of the BCAA catabolic pathway, is reported to activate RAS/RAF/MEK/ERK signaling to promote tumor cell proliferation. However, it remains unexplored if BCKDK action remodels TNBC proliferation and survival per se and influences susceptibility to DOX-induced genotoxic stress. TNBC cells treated with DOX exhibited reduced BCKDK expression and intracellular BCKAs. Genetic and pharmacological inhibition of BCKDK in TNBC cell lines also showed a similar reduction in intracellular and secreted BCKAs. BCKDK silencing in TNBC cells downregulated mitochondrial metabolism genes, reduced electron complex protein expression, oxygen consumption, and ATP production. Transcriptome analysis of BCKDK silenced cells confirmed dysregulation of mitochondrial metabolic networks and upregulation of the apoptotic signaling pathway. Furthermore, BCKDK inhibition with concurrent DOX treatment exacerbated apoptosis, caspase activity, and loss of TNBC proliferation. Inhibition of BCKDK in TNBC also upregulated sestrin 2 and concurrently decreased mTORC1 signaling and protein synthesis. Overall, loss of BCKDK action in TNBC remodels BCAA flux, reduces protein translation triggering cell death, ATP insufficiency, and susceptibility to genotoxic stress.

## Abstract (web summary)

Proposed mechanism. **A** Doxorubicin (DOX) targets the BCAA catabolic pathway in TNBCs, by downregulating BCKDK and augmenting clearance of intracellular BCKAs. **B** Genetic or pharmacological (high BT2 concentration) inhibition of BCKDK results in increased cell death, decreased intracellular BCKAs, dysregulated mitochondrial function, ATP insufficiency, SESN2 activation, and inhibition of mTORC1 signaling and protein synthesis. C BCKDK inhibition (siRNA mediated or low-BT2 concentration) exacerbates DOX-induced cytotoxicity and caspase activity.

## Introduction

Triple-negative breast cancers (TNBCs) are an aggressive subtype of breast cancer constituting 10–15% of all breast cancers and are defined by the lack of expression of estrogen receptor (ER), progesterone receptor (PR), and the human epidermal growth factor receptor 2 (HER2) [1]. Depending on the severity and stage of the disease [2], TNBCs are generally treated in different combinations with genotoxic chemotherapies, including anthracyclines, taxanes, docetaxel, and cyclophosphamides. Doxorubicin (DOX) is an anthracycline class of cytotoxic chemotherapeutic that induces TNBC remission in about 30% of patients [3]; however, prolonged treatment with higher doses of DOX results in cardiotoxicity [4], limiting its efficacy. Breast cancer cells can also reprogram cellular metabolism and function to evade toxicity of chemotherapeutic agents thereby exhibiting chemoresistance [5]. Metabolic maladaptation in TNBCs includes increased reliance on the pentose phosphate pathway for NADPH, lysosomal and mitochondrial drug sequestration, altered nutrient metabolism, mitochondrial reprogramming, increased polyamine biosynthesis, glycolysis and glutaminolysis, and amino acid uptake for protein biosynthesis [5]. Therefore, identifying mechanisms by which TNBCs survive DOX cytotoxicity and targeting the vulnerabilities in metabolic pathways that render TNBCs resistant to chemotherapy will enable development of concurrent therapies co-administered with lower doses of DOX.

Amino acid uptake and utilization facilitate the uninterrupted synthesis of TCA intermediates and proteins for increased nitrogen and proliferative demand of TNBCs [6]. Cancer cells tightly control the regulation of branched-chain amino acids (BCAAs), namely leucine, isoleucine, and valine, which contribute to 20% of the TCA cycle intermediates. Besides direct incorporation into proteins, catabolism of BCAAs produces intermediates, like glutamate, that are vital for driving TNBC growth and survival [7]. BCAAs are reversibly transaminated to branched-chain ketoacids (BCKAs) by branched-chain aminotransferase (BCAT). BCKAs are further catabolized by branched-chain alpha-ketoacid dehydrogenase (BCKDH), ultimately generating TCA cycle intermediates. BCKDH is inhibited by phosphorylation at Ser 293 residue by the kinase, branched-chain alpha-ketoacid dehydrogenase kinase (BCKDK), while Mg^2+^/Mn^2+^ Dependent 1K (PPM1K) protein phosphatase [7] induces dephosphorylation. Recently, in glioblastomas and pancreatic cancer, a role for BCKAs was uncovered in metabolic homeostasis [8], immune suppression, and cell death evasion [9]. Although the role of BCKDH complex and BCAT isoforms (cytosolic BCAT1 or mitochondrial BCAT2) have been widely explored in different cancers [10, 11], the role of BCKDK remains mostly elusive. Recent studies have identified novel phosphorylation sites on BCKDK that stabilize BCKDK activity and influence tumor cell proliferation and survival [12, 13]. The reprogramming of BCAA metabolism produces intermediates that rewire oncogenic gene expression and cell signaling pathways in TNBC [11]. However, the importance of BCKDK in regulating the BCAA pool and their flux into BCKAs as well as its impact on TNBC growth and survival merits investigation.

In the current study, we investigated the role of BCKDK in TNBC survival and metabolism and examined whether DOX’s anticancer effect involves targeting the BCAA catabolic pathway. DOX treatment at 2 µM suppressed BCKDK, accelerated intracellular BCKAs clearance and significantly increased mRNA and protein levels of BCAA degradation enzymes in two TNBC cell lines. Transcriptome analysis of MDA-MB231 cells with BCKDK silencing revealed an increment in apoptotic signaling and deregulated mitochondrial function. Genetic and pharmacological inhibition of BCKDK sensitized TNBCs to DOX-induced cytotoxicity. BCKDK inhibition suppressed mitochondrial function, reduced nascent protein synthesis, and increased sestrin 2 (SESN2) expression, a negative regulator of protein synthesis and cell proliferation. Collectively, our data highlight the role of DOX in regulating BCAA catabolism and identifies BCKDK as a novel DOX-sensitive target in TNBCs. Targeting BCKDK can be an attractive therapeutic target in regulating TNBC survival, proliferation, and potentiating chemosensitivity to DOX.

## Results

### Altered BCAA catabolic enzyme expression in TNBCs is sensitive to DOX treatment

BCAA catabolic enzyme expression was examined in two TNBC cell lines, BT549 and MDA-MB231. In agreement with prior studies [14], we found a striking upregulation of *BCAT1* mRNA levels, specifically in MDA-MB231 cells, while *BCAT2* mRNA (Fig. 1A) and protein (Fig. S1B) levels were significantly downregulated in both BT549 and MDA-MB231 cells when compared with normal breast epithelial cell line, MCF10A. Treatment with 2 µM DOX reduced *BCAT1* mRNA expression in BT549 cells (Fig. S1D) and further reduced *BCAT2* mRNA expression in both TNBCs (Fig. 1B, C). BCKDHA and BCKDHB protein levels were significantly downregulated in TNBC cell lines (Fig S1B), although their mRNA levels were selectively reduced in the MDA-MB231 cells (Fig. 1A). DOX treatment increased *BCKDHA* mRNA levels in MDA-MB231 cells (Fig. 1B). In the TNBC cells, mRNA (Fig. S1A) and protein (Fig. S1B) expression of *KLF15*, the transcriptional activator of the BCAA pathway, was suppressed. DOX treatment significantly increased *KLF15* mRNA (Fig. 1B-C) expression in both TNBCs and KLF15 protein content specifically (Fig. 1D) in MDA-MB231 cells. The BCKDH phosphatase, *PPM1K*, mRNA levels were also decreased in TNBCs (Fig. 1A) and were upregulated in response to DOX (Fig. 1B, C). mRNA expression of distal enzymes, *ACADSB*, *HADHA*, and *HIBCH* were unchanged (Fig. S1A), however, DOX increased the mRNA expression of *HADHA* in both TNBCs (Fig. S1C, D). These data suggest that in TNBCs, expression of proximal BCAA catabolic enzymes are suppressed, and treatment with DOX counteracts this suppression, likely affecting BCAA catabolism. Since the role of BCAT and BCKDH were examined in prior studies, we focussed on studying the role of BCKDK. This kinase regulates the flux of BCKAs towards oxidation by inactiving phosphorylation of BCKDH. *BCKDK* transcripts were markedly upregulated in BT549 and moderately increased in MDA-MB231 cells (Fig. 1A) compared to noncancerous MCF10A cells. Although BCKDK protein expression was augmented in BT549, it remained comparable (*p* = 0.08) to MCF10A cells and MDA-MB231 cells (Fig. S1B). The ratio of phosphorylated to total BCKDE1α S293 content was increased in BT549 but not in MDA-MB231 and MCF10A cells (Fig. S1B). DOX treatment reduced *BCKDK* mRNA levels in both TNBCs (Fig. 1B, C). 2 µM DOX treatment reduced BCKDK protein levels and the corresponding phosphorylated BCKDE1α S293 levels in MDA-MB231 (Fig. 1D) however, in BT549 cells, DOX only decreased the latter (Fig. S1E). Furthermore, DOX treatment significantly reduced the intracellular BCKAs (KIV and KMV) levels in both TNBC cell lines (Fig. 1E, F). Since BCKDK expression was altered in TNBCs and regulated by DOX, we next examined the impact of altered BCKDK on TNBC metabolism and proliferation.

**Fig. 1:**
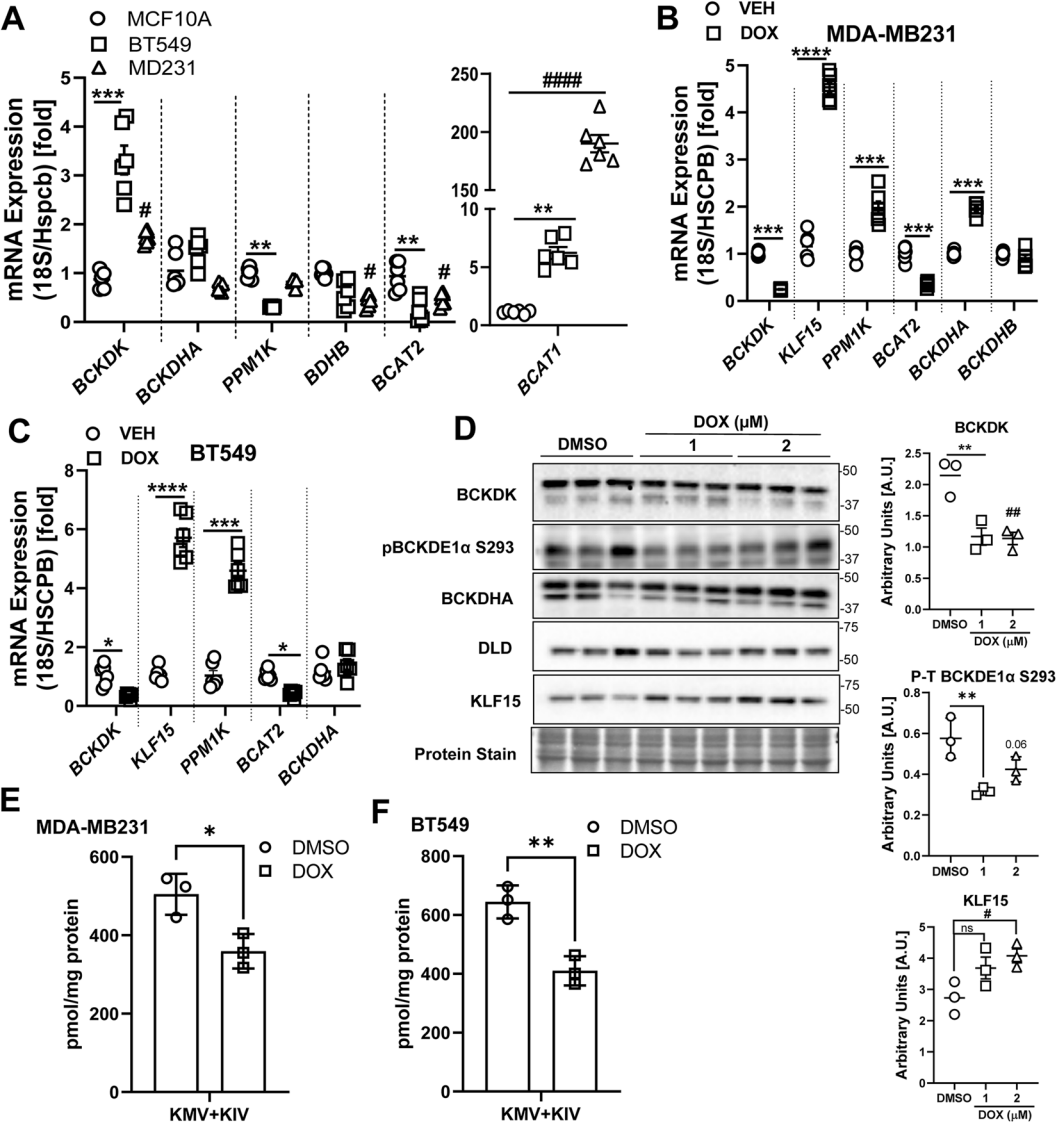
DOX suppresses BCKDK expression and augments BCAA oxidation enzyme expression in TNBCs. **A** Quantification of *BCKDK*, *BCKDHA*, *PPM1K*, *BCKDHB*, *BCAT2*, and *BCAT1* mRNA expression corrected to 18S/HSPCB reference genes in MCF10A, BT549, and MDA-MB231 cells. **B**, **C** BCAA catabolic enzyme expression in TNBCs treated with 2 µM DOX for 18 h. Quantification of *BCKDK*, *BCKDHA*, *PPM1K*, *BCKDHB*, *BCAT2*, and *KLF15* mRNA expression corrected to 18S/HSPCB reference genes in MDA-MB231 (**B**) and BT549 (**C**) cells. **D** Immunoblot and densitometric analysis of BCKDK, total and phosphorylated BCKDHA E1α Ser 293, DLD and KLF15 in MDA-MB231 cells treated with 1 and 2 µM DOX for 18 h. Quantifications are from three independent experiments. Statistical analysis was performed using a two-way ANOVA followed by a Tukey’s multiple comparison test; *p < 0.05, **p < 0.01, ****p < 0.0001 as indicated. *MCF10A vs. BT549 or DMSO vs. 1 µM DOX, #MCF10A vs. MDA-MB231 or DMSO vs. 2 µM DOX. **E**, **F** UPLC MS/MS analysis of intracellular BCKAs in **E** MDA-MB231 and **F** BT549 cells. All data are presented as mean ± S.D. Statistical analysis was performed using a Student’s *t* test; *p < 0.05, **p < 0.01, ****p < 0.0001 as indicated.

### Downregulating BCKDK inhibits proliferation, promotes apoptosis, and potentiates DOX-mediated cell death

To decipher whether BCKDK silencing alters metabolism and survival of TNBCs, MDA-MB231 cells were treated with either control siRNA (siCON) or siRNAs targeting BCKDK exon 2 (siBDK#1) or exon 7 (siBDK#2). BCKDK silencing was confirmed by decreased mRNA (Fig. S2A) and protein (Fig. S2B) levels. Silencing BCKDK using siBDK#2 resulted in reduced cell count at 24 and 48 h following transfection, while siBDK#1 showed reduced cell count at 48 h (Fig. S2C), confirming that TNBC requires functional BCKDK for survival and proliferation. BCKDK deletion also resulted in significant upregulation of cleaved caspase 3 content (Fig. S2B), indicating increased cell death. BCKDK knockdown exacerbated DOX mediated increases in cleaved caspase 3, caspase 7, and PARP levels in MDA-MB231 cells (Fig. 2A). Moreover, in BCKDK depleted cells, exposure to DOX increased phosphorylation of the DNA damage marker, ataxia-telangiectasia mutated (ATM), suggesting increased genomic instability and apoptosis (Fig. 2A). Similar increases were observed in cleaved caspase 3/7 and Bax expression in DOX-treated BT549 cells with BCKDK silencing (Fig. S2D). To rule out off-target effects of siRNA-mediated gene silencing, we also performed the experiments with adenoviral-mediated knockdown of BCKDK in both MDA-MB231 and BT549 cells and observed similar increases in cleaved caspase levels in response to DOX (Fig. S3A). Changes in protein levels were also reflected in increased caspase activity in BCKDK depleted MDA-MB231 (Fig. 2B) and BT549 (Fig. 2C) cells treated with DOX. Cytotoxicity of DOX was evident by increased lactate dehydrogenase (LDH) release into the media, which was exacerbated further following BCKDK silencing (Fig. 2D). Antibody array assay of apoptosis-associated proteins showed decreased levels of the antiapoptotic protein, survivin, and increased content of pro-apoptotic protein, BIM, and cytochrome C in BCKDK silenced MDA-MB231 cells. Also, in MDA-MB231 cells, DOX-induced increases in cytochrome C, Fas, BIM, and caspase 8 expression were potentiated (Fig. S3B).

**Fig. 2:**
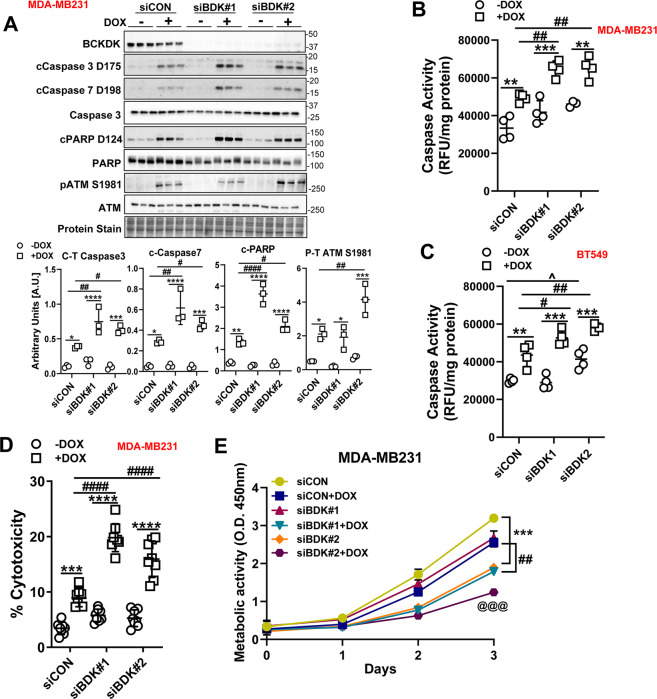
Silencing BCKDK exacerbates DOX-mediated cell death in TNBCs. **A** Immunoblot and densitometric analysis of BCKDK, total and cleaved Caspase 3, cleaved Caspase 7, total and cleaved PARP, total and phosphorylated ATM Ser 1981 in MDA-MB231 cells transfected with siCON, siBDK#1, or siBDK#2 for 72 h followed by 2 µM DOX or DMSO for 18 h. **B**, **C** MDA-MB231 (**B**) and BT549 (**C**) cells were transfected with siCON, siBDK#1, or siBDK#2 for 72 h followed by 2 µM DOX or DMSO treatment for 18 h and analyzed for Caspase 3 activity. **D**, **E** MDA-MB231 cells transfected with siCON, siBDK#1, or siBDK#2 for 72 h followed by 2 µM DOX or DMSO treatment for 18 h and analyzed for **D** LDH release in the media, and **E** metabolic activity measured by CCK8 assay. Quantifications are from three independent experiments. **A**–**D**, *within groups (DMSO vs DOX), #between DOX groups (siCON vs siBDK#1 or vs siBDK#2), **E**, *siCON vs siBDK#2, #siCON+DOX vs siBDK#1+DOX, @siCON+DOX vs siBDK#2+DOX. Data presented as mean ± S.D. Statistical analysis was performed using a two-way ANOVA followed by a Tukey’s multiple comparison test; *p < 0.05, **p < 0.01, ****p < 0.0001 as indicated.

We next examined whether the increased cytotoxic response to DOX following BCKDK knockdown was associated with decreased cell viability. Resazurin-based cell viability was performed in MDA-MB231 cells transduced with shBCKDK and treated with DOX for 18 h followed by a chase in drug-free media for 48 h. Knockdown of BCKDK resulted in a significant decrease in cell viability that further declined upon exposure to DOX (Fig. S3C). In addition, a CCK8 assay was performed to determine the metabolic activity of the BCKDK silenced MDA-MB231 cells in response to DOX. BCKDK knockdown alone reduced cell proliferation by 2 d (siBDK#2) or 3 d (siBDK#1), which was potentiated further by DOX treatment (Fig. 2E).

We next recapitulated the cytotoxic effects of BCKDK silencing by treating cells with the BCKDK inhibitor BT2 in the presence and absence of DOX. At lower concentrations, BT2 modestly potentiated DOX’s induced increases in cleaved caspase-3 and cleaved PARP levels with the maximal effects observed at 500 µM. Regardless of the concentration used, BT2 also potentiated DOX’s effect on phosphorylating DNA damage marker, ATM in BT549 cells (Fig. 3A). Although the caspase 3 protein levels were modestly affected at lower concentrations, BT2 exacerbated DOX mediated increases in caspase activity at 100 and 150 µM (Fig. 3B). At a concentration of 500 µM, BT2 treatment alone resulted in increased levels of cleaved PARP, caspase 3, and phosphorylated ATM in both BT549 (Fig. 3A) and MDA-MB231 cells (Fig S4A), as well as cleaved caspase 7 in MDA-MB231 cells (Fig. S4A). Concomitant with the protein expression, BT2 treatment per se markedly increased caspase activity and exacerbated caspase activity in both DOX treated MDA-MB231 (Fig. 3C) and BT549 (Fig. 3D) cells. Moreover, in MDA-MB231 cells BT2 alone increased LDH release, and this effect was further exacerbated in the presence of DOX (Fig. 3E).

**Fig. 3:**
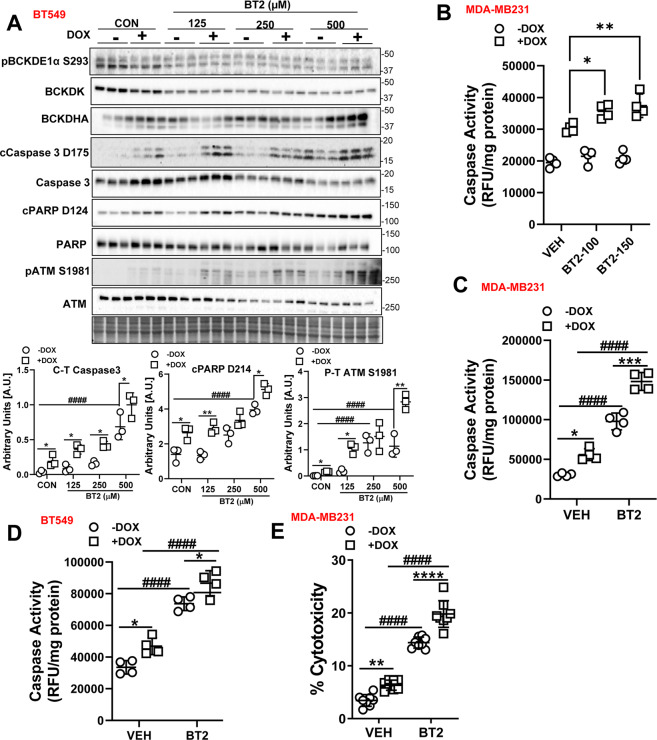
BT2-mediated BCKDK inhibition induces cell death and potentiates DOX-mediated apoptosis in TNBCs. **A** Immunoblot and densitometric analysis of total and phosphorylated BCKDE1α Ser 293, BCKDK, total and cleaved Caspase 3, total and cleaved PARP, total and phosphorylated ATM Ser 1981 in BT549 cells pre-treated with 125, 250, and 500 µM BT2 for 20 h followed by 2 µM DOX or DMSO treatment for 18 h. **B** Measurement of Caspase 3 activity in BT549 cells pre-treated with 100 µM and 150 µM BT2 for 20 h followed by 2 µM DOX or DMSO treatment for 18 h. Caspase 3 activity was measured in MDA-MB231 (**C**) and BT549 (**D**) cells and LDH release into the media was measured in MDA-MB231 cells (**E**) pre-treated with 500 µM BT2 for 20 h followed by 2 µM DOX or DMSO treatment for 18 h. Quantifications are from three independent experiments. **A**, *within groups (DMSO vs DOX), #between DOX groups (siCON vs siBDK#1 or vs siBDK#2); **C**–**E**, *within groups (DMSO vs DOX), #between groups (VEH vs BT2 and VEH+DOX vs BT2+DOX). Data presented as mean ± S.D. Statistical analysis was performed using a two-way ANOVA followed by a Tukey’s multiple comparison test; *p < 0.05, **p < 0.01, ****p < 0.0001 as indicated.

### Silencing BCKDK alters TNBC transcriptome

We next aimed to identify metabolic and signaling pathway networks regulated by BCKDK to influence TNBC cell death and proliferation. 

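MDA-MB231, an established human TNBC cell line, was transfected with 10 nM of siCON, siBDK#1 or siBDK#2 and harvested after 48 h. siBDK#1 and siBDK#2 are a pair of siRNAs against BCKDK, and siCON is a scrambled siRNA that serves as the control. The 10 RNA-Seq libraries comprised 4 with siCON, 3 with siBDK#1 and 3 with siBDK#2, from paired-end reads. The authors deposited 1 value per gene and library, named as a count normalized with DESeq2. The paper's text refers to an earlier study for the analysis and does not name the aligner, the counting tool, the annotation or whether counting used the strand. The normalized counts summed to 55.3 to 58.1 M per library. Low values in each library clustered at whole multiples of 1 step, the value of 1 read, from which the depth before normalization was estimated. It was 52.2 to 67.8 M reads with siCON (median 59.2), 45.3 to 88.0 M with siBDK#1 (median 63.6) and 50.2 to 60.4 M with siBDK#2 (median 51.6), while the paper gives 50 M for the sequencing run. The tests used the normalized values. Between 53.5% and 61% of low values lay within 0.03 reads of a whole number, where chance gives 6.0%, so that the depths are estimates and whole reads were not recovered for nearly all genes.

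Normalized counts were tested as log2(normalized count + 1) with limma, in 1 linear model of the 10 libraries with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A fold change is therefore on the log2(normalized count + 1) scale, which understates the change of genes with low counts. As in the paper, a gene was tested where its mean was above 0.3 and called where its adjusted p was under 0.01. Of 24480 rows, 23956 passed this filter. Before the filter, 2639 rows shared their gene name with another row, and 898 were identical to another row of the same name.

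BCKDK (ENSG00000103507) lies on the plus strand of chromosome 16 from 31106107 to 31112791 (GRCh38, GENCODE release 29). It had 2998 ± 217 normalized counts (SD, n = 4) with siCON, 281 ± 3.33 (SD, n = 3) with siBDK#1 and 240.1 ± 43.3 (SD, n = 3) with siBDK#2. The log2 fold change against siCON was -3.41 (SE 0.11, adjusted p = 2.2e-09) with siBDK#1 and -3.65 (SE 0.11, adjusted p = 1.3e-09) with siBDK#2, both from limma's moderated test. With each library left out in turn, it stayed between -3.44 and -3.36 with siBDK#1 and between -3.77 and -3.50 with siBDK#2. The siBDK#1 and siBDK#2 libraries did not differ from each other in BCKDK (adjusted p = 0.20, limma).

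**Figure D1:**
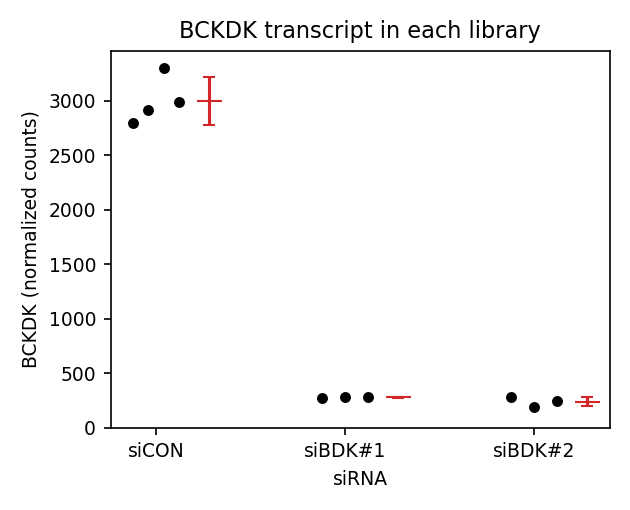
Normalized counts of BCKDK (vertical axis) in each library (black points) by siRNA (horizontal axis), with the mean and SD of each group in red. The 4 siCON libraries sit between 2795 and 3302, and the knockdown libraries between 194 and 285.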

MDA-MB231 cells depleted of BCKDK were subjected to RNA-Seq transcriptomic analysis. Principle component analysis and distance clustering showed that the transcriptome of cells treated with siBDK#1 and siBDK#2 displayed little similarity (Fig. 4A, B), thus we classified genes as differentially expressed compared with control if the adjusted *P*-value was below 0.01 for each siRNA individually and the fold change was occurring in the same direction. This method identified 1024 genes, which were differentially expressed by both BCKDK siRNAs and over-represented Gene Ontology (GO) were determined using DAVID (Fig. 4C). 

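Over the log2(normalized count + 1) values of the 23956 rows tested, the Euclidean distance between libraries of the same group was 114 ± 5.55 (mean and SD of 12 pairs, range 106 to 126). The mean distance was 117 between siCON and siBDK#1 libraries, 123 between siCON and siBDK#2 libraries and 122 between siBDK#1 and siBDK#2 libraries (range 112 to 137), so that the ranges of distances within and between groups overlapped. The distance between the siRNAs was 1.07 times that within groups, and 1.23 times with a pseudocount of 8, the planned setting that moved it most. The first principal component held 16.2% of the variance and the second 14.6%. On the first, the siBDK#2 libraries (9.43 to 71.8) lay above those of the other groups (at most 1.75), and on the second the siCON libraries (15.0 to 41.8) lay above all others (at most 6.76), so that 66.7% and 74.8% of the variance of these components lay between groups. The first also went with the mitochondrial level of the libraries, the mean log2 value of their mitochondrially encoded genes (Pearson's r -0.832). Hierarchical clustering of the distances at a pseudocount of 1 over all rows tested, cut into 3 clusters, recovered 0 of the 3 groups exactly. No result of clustering is given for the pseudocount of 8.

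Tested directly with limma, 2500 rows differed between siBDK#2 and siBDK#1 (1562 without siBDK#1 replicate 3), of which 1310 were higher and 1190 lower with siBDK#2. Pearson's r between the log2 fold changes of the siRNAs was 0.41 across genes, which are not independent replicates. Both comparisons share the siCON libraries. Simulated unchanged groups with a shared siCON group and independent noise in each gene gave a mean r of 0.43 (0.41 to 0.45 in 100 draws). With separate siCON libraries for each siRNA, a comparison chosen after the data had been seen, the mean r was 0.081, and 0.24 over the 13806 rows with a mean of at least 50. In those rows, shared siCON libraries gave 0.37 and unchanged groups a mean of 0.43. Of the rows called with both siRNAs, 95 moved in opposite directions, 52 of them lower with siBDK#1 and higher with siBDK#2 and 43 the reverse (50 in opposite directions without siBDK#1 replicate 3). Another 902 rows were called with siBDK#1 and not siBDK#2, and 1684 with siBDK#2 and not siBDK#1.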

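Against siCON, 1573 rows were called with siBDK#1 (759 higher and 814 lower) and 2355 with siBDK#2 (1103 higher and 1252 lower), with limma and an adjusted p under 0.01. In the same direction with both siRNAs, 576 rows (570 gene names) were called, 401 higher and 175 lower (299 and 82 without siCON replicate 4). Simulated unchanged groups with a shared siCON group gave 0 such rows in each of 20 draws. These draws had independent noise in each gene, so they could show neither an effect of the control siRNA nor variation shared between genes. Of the planned settings, an adjusted p under 0.05 (1037) and limma without its mean-variance trend (280) moved the number most. With each library left out in turn it lay between 370 (without siBDK#1 replicate 3) and 575 (without siBDK#2 replicate 3), and the number with siBDK#1 fell to 866 without siBDK#1 replicate 3 and that with siBDK#2 to 1525 without siBDK#2 replicate 1.

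After BCKDK itself, the largest mean falls over both siRNAs, among called genes with a mean of at least 50 normalized counts, were those of ENPP4, JAK1, SCML2 and EXPH5. JAK1 (ENSG00000162434, chromosome 1, 64833229 to 64966504 of GRCh38) had 8165 ± 274 normalized counts (SD, n = 4) with siCON, 2223 ± 87.6 (SD, n = 3) with siBDK#1 and 6208 ± 259 (SD, n = 3) with siBDK#2. The fitted log2 fold change was -1.88 (SE 0.050, adjusted p = 5.2e-10) with siBDK#1 and -0.40 (SE 0.050, adjusted p = 1.1e-04) with siBDK#2 from limma, a difference of 1.48 between the siRNAs, and RAVER2 overlaps it on the other strand. For ENPP4, SCML2 and EXPH5 the log2 fold changes were -0.97, -1.21 and -1.15 with siBDK#1 and -1.60, -0.74 and -0.79 with siBDK#2, and the call of EXPH5 with siBDK#2 was lost without the trend. Across genes, some words of 7 bases in 3′ UTRs went with lower or higher expression after the siRNAs. The 3′ UTR of each of these 4 genes carries words that went with lower expression after siBDK#1 and also occur in the BCKDK transcript, and that of ENPP4 carries such words for siBDK#2 as well. The largest mean rises were those of PTPMT1, IGFBPL1, C17orf107, SLC36A1 and PLEKHG4B. The 3′ UTRs of PTPMT1, C17orf107 and SLC36A1 carry words that went with higher expression after both siRNAs. Against the rises, that of SLC36A1 also carries 2 words that went with lower expression after siBDK#1, and those of C17orf107 and PLEKHG4B carry 3 each that did so after siBDK#2. PTPMT1 overlaps NDUFS3. The call of PLEKHG4B with siBDK#1 was lost in 9 of the 10 fits that each left out 1 library (0.85 to 1.06), and that of C17orf107 with siBDK#1 without siBDK#1 replicate 1 (1.31). That of PLEKHG4B was also lost with a pseudocount of 8, with quantile normalization, without the trend, with voom and in fits of only the groups compared.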

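The DAVID annotation behind the enriched GO terms was not used here. In its place, a list of 29 genes of the unfolded protein response and ER protein folding and degradation was tested with limma's camera at a preset correlation of 0.01. The list's median log2 fold change was -0.031 with 12 of 32 rows higher (adjusted p = 0.15 from camera) with siBDK#1 and 0.15 with 22 of 32 rows higher (adjusted p = 1.6e-04 from camera) with siBDK#2. The call with siBDK#2 held with fry (adjusted p = 0.036) and was lost when camera estimated the correlation within the list (adjusted p = 0.74), and 4 of the 35 splits of the siCON and siBDK#2 libraries gave a camera p as small. With siBDK#1 the list was called as lower without siCON replicate 1 (mean log2 fold change -0.084) and without siBDK#1 replicate 2 (-0.10). Across the 12 lists and both siRNAs, 8 of the 24 tests were called at an adjusted p under 0.05 with the preset correlation, 8 with fry and 0 with the estimated correlation, where 1 had an unadjusted p under 0.05.

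Of the list's members, PDIA4, DERL1 and SEL1L were called as higher with both siRNAs. The log2 fold changes with siBDK#1 and siBDK#2 were 0.54 and 0.74 for PDIA4, 0.30 and 0.49 for DERL1 and 0.61 and 0.68 for SEL1L, and the call of DERL1 with siBDK#1 was lost in 6 of the 10 fits that each left out 1 library (0.27 to 0.32), such as without siCON replicate 4 (0.32). CREB3L2 was called in opposite directions, -0.24 (adjusted p = 0.0074) with siBDK#1 and 0.32 (adjusted p = 7.2e-04) with siBDK#2 from limma, the former call being lost in 8 such fits (-0.26 to -0.23), such as without siBDK#1 replicate 2 (-0.23). Against the direction of the list, CALR fell with siBDK#2 (log2 fold change -1.02, adjusted p = 5.2e-07 from limma) and not with siBDK#1 (-0.02). The 3′ UTRs of PDIA4 and SEL1L carry a 7-base word (GACAGTA) that went with higher expression after both siRNAs across genes, and those of all 3 genes carry words that went with lower expression after siBDK#1. The 3′ UTR of CREB3L2 carries words of each kind and that of CALR none. On the other strand, transcripts overlap CREB3L2 and CALR, and TBC1D31 overlaps DERL1. Ubiquitin-dependent protein catabolism was not tested as a list.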

Among the top 20 GO terms identified, activation of response to unfolded protein response and positive regulation of ubiquitin-dependent protein catabolism appeared multiple times (Fig. 4D). These processes play a crucial role in regulating apoptosis by direct or indirect targeting of important regulators of apoptosis and caspases [15, 16]. Indeed, the GO term related to activation of caspases, the cysteine-type endopeptidase, was enriched in the differentially expressed genes from BCKDK knockdown cells (Fig. 4D), consistent with our data (Figs. 2 and 3). Genes annotated to this GO term include the initiator or activator caspases, including CASP2, CASP8, CASP9, and CASP10, also called initiator (or apical, or activator) caspases, suggesting that BCKDK silencing is plausibly sensitizing TNBC to cell death. Indeed, differentially expressed genes involved in death receptor signaling were upregulated after BCKDK knockdown, including TNF-related apoptosis-inducing ligand (TRAIL/TNFSF10) and TNFRSF1A associated via death domain (TRADD) (Fig. 4E). 

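CASP2 (ENSG00000106144, chromosome 7, 143288215 to 143307696 of GRCh38) had 3438 ± 174 normalized counts (SD, n = 4) with siCON, 2450.5 ± 102 (SD, n = 3) with siBDK#1 and 3357 ± 349 (SD, n = 3) with siBDK#2. Against siCON it changed on the log2 scale by -0.49 (SE 0.071, adjusted p = 5.4e-04) with siBDK#1 and -0.038 (SE 0.071, adjusted p = 0.81) with siBDK#2, and the siRNAs differed by 0.45 (SE 0.076, adjusted p = 0.0011), all from limma. The fall with siBDK#1 was not called without limma's mean-variance trend, and the change with siBDK#2 became 0.051 without siBDK#2 replicate 1. The 3′ UTR of CASP2 carries 2 of the 7-base words that went with lower expression after siBDK#1, and the pseudogenes RN7SL481P and RN7SL535P lie within the gene.

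CASP8, CASP9 and CASP10 were called with neither siRNA. CASP8 (ENSG00000064012, chromosome 2, 201233443 to 201287711) had 1839 ± 61.7 normalized counts (SD, n = 4) with siCON, 1953 ± 49.8 (SD, n = 3) with siBDK#1 and 1869 ± 129 (SD, n = 3) with siBDK#2. Its log2 fold changes were 0.087 (SE 0.059) with siBDK#1 and 0.022 (SE 0.059) with siBDK#2, and the second became -0.034 without siBDK#2 replicate 2. CASP9 (ENSG00000132906, chromosome 1, 15490832 to 15526534), which overlaps CELA2B on the other strand, changed by -0.048 (SE 0.072) and 0.021 (SE 0.072), and the first became 0.012 without siBDK#1 replicate 1, and the second -0.0092 with the mitochondrial level (the mean log2 value of the mitochondrially encoded genes in a library) as a covariate, a setting chosen after the data had been seen. CASP10 (ENSG00000003400, chromosome 2, 201182881 to 201229406) had 638 ± 38.7 normalized counts (SD, n = 4) with siCON, 686 ± 37.5 (SD, n = 3) with siBDK#1 and 539 ± 22.7 (SD, n = 3) with siBDK#2. It changed by 0.11 (SE 0.077, adjusted p = 0.47) and -0.24 (SE 0.077, adjusted p = 0.051) in limma's test. In its 3′ UTR the gene carries 1 of the words that went with lower expression after siBDK#2, while mitochondrial pseudogenes overlap it on the other strand. None of the 4 genes changed in the same direction with both siRNAs at an unadjusted p under 0.05.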

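TNFSF10 (ENSG00000121858, chromosome 3, 172505508 to 172523507 of GRCh38) had 2435 ± 98.7 normalized counts (SD, n = 4) with siCON, 4178 ± 162 (SD, n = 3) with siBDK#1 and 3524 ± 120.0 (SD, n = 3) with siBDK#2. The change on the log2 scale was 0.78 (SE 0.052, adjusted p = 1.0e-06) with siBDK#1 and 0.53 (SE 0.052, adjusted p = 1.1e-05) with siBDK#2 from limma, with no siCON library above any knockdown library, and the rise was smaller with siBDK#2 (-0.25 (SE 0.056, adjusted p = 0.0082)). It was called with both siRNAs under each alternative setting run, and a transcript (AC007919.1) overlaps it on the other strand. TRADD (ENSG00000102871, chromosome 16, 67154180 to 67160298), which FBXL8 overlaps on the other strand, had 666 ± 33.9 normalized counts (SD, n = 4) with siCON, 813 ± 23.4 (SD, n = 3) with siBDK#1 and 867 ± 57.2 (SD, n = 3) with siBDK#2. The rise was 0.29 (SE 0.073, adjusted p = 0.019) with siBDK#1, past the threshold of 0.05 and not of 0.01, and 0.38 (SE 0.073, adjusted p = 0.0026) with siBDK#2 by limma. With each library scaled to the same total, TRADD was called with both siRNAs, and the call with siBDK#2 was lost without siBDK#2 replicate 1 (0.35) or without siBDK#2 replicate 2 (0.36).

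TNFRSF10A (ENSG00000104689, chromosome 8, 23190452 to 23225126), a TRAIL receptor also shown in Fig. 4E and overlapped by transcripts on the other strand, fell from 2481 ± 48.1 normalized counts (SD, n = 4) to 2124 ± 70.7 (SD, n = 3) with siBDK#1 and 2118 ± 121 (SD, n = 3) with siBDK#2. The log2 fold changes were -0.22 (SE 0.054, adjusted p = 0.015) and -0.23 (SE 0.054, adjusted p = 0.010) from limma. Neither fall passed 0.01. The fall with siBDK#2 lay just above it and was called with a pseudocount of 8, without the filter, with only genes of a mean of at least 10, with equal library totals, with quantile normalization and without siBDK#2 replicate 2 (-0.26), and that with siBDK#1 without siBDK#2 replicate 3 (-0.22).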

The expression of pro-apoptotic factors, Bax, and Smad3, involved in activating TGF-β-induced apoptosis, increased in BCKDK depleted cells (Fig. 4E), indicating augmented pro-apoptotic gene expression.

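BAX (ENSG00000087088, chromosome 19, 48954815 to 48961798 of GRCh38) had 4472 ± 244 normalized counts (SD, n = 4) with siCON, 5293 ± 178 (SD, n = 3) with siBDK#1 and 5162 ± 483 (SD, n = 3) with siBDK#2. Its log2 fold change was 0.24 (SE 0.067, adjusted p = 0.029) with siBDK#1 and 0.20 (SE 0.067, adjusted p = 0.056) with siBDK#2 from limma, so that neither rise passed 0.01. That with siBDK#1 was called with equal library totals, and both were called without siBDK#2 replicate 3, where the changes were 0.24 and 0.28. SMAD3 (ENSG00000166949, chromosome 15, 67063763 to 67195195) had 6912 ± 419.6 normalized counts (SD, n = 4) with siCON, 8962 ± 199 (SD, n = 3) with siBDK#1 and 8236 ± 601 (SD, n = 3) with siBDK#2. It rose by 0.38 (SE 0.061, adjusted p = 0.0012) with siBDK#1 and 0.25 (SE 0.061, adjusted p = 0.012) with siBDK#2 in limma's test, and the rise with siBDK#2 was called with median-centred values, with only genes of a mean of at least 10, and without siBDK#2 replicate 2 (0.31). The rise with siBDK#1 was not called without the mean-variance trend. Transcripts on the other strand overlap SMAD3. In its 3′ UTR the gene carries 2 of the 7-base words that went with lower expression after siBDK#1, opposite to its rise. With the mitochondrial level as a covariate, a setting chosen after the data had been seen, BAX and TRADD with siBDK#1, SMAD3 with siBDK#2 and TNFRSF10A with both siRNAs were called.

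Of the 5 genes in Fig. 4E, 4 were higher and 1 lower with both siRNAs, 1 was called with both over all genes tested, and 5 were when p-values were adjusted over the list alone, which is not independent evidence since the study chose these genes on the same libraries. From the rises of BAX and SMAD3, the paper concludes that pro-apoptotic gene expression was augmented in BCKDK depleted cells.

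**Figure D2:**
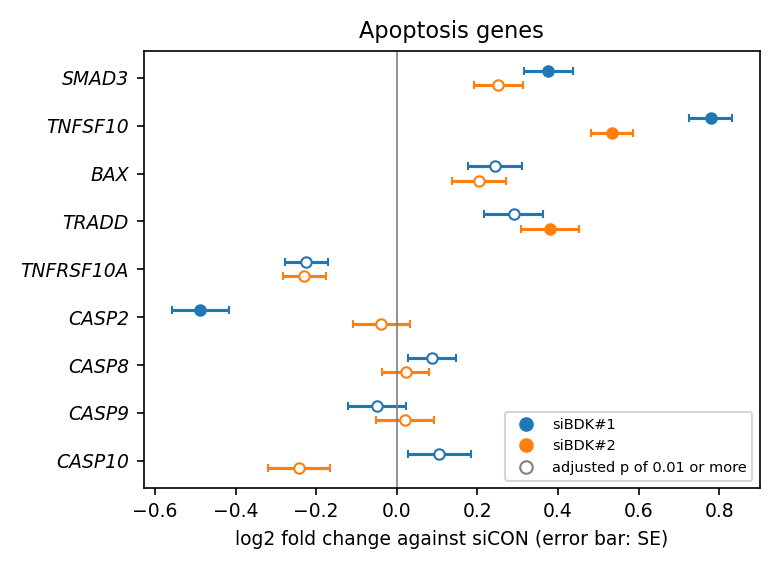
Log2 fold changes against siCON (horizontal axis, error bars are SE from limma) of the Fig. 4E genes and the initiator caspases (vertical axis) with siBDK#1 (blue) and siBDK#2 (orange), where open points have an adjusted p of 0.01 or more. TNFSF10 lies at 0.78 and 0.53, both filled, while CASP8 and CASP9 lie near 0.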

**Fig. 4:**
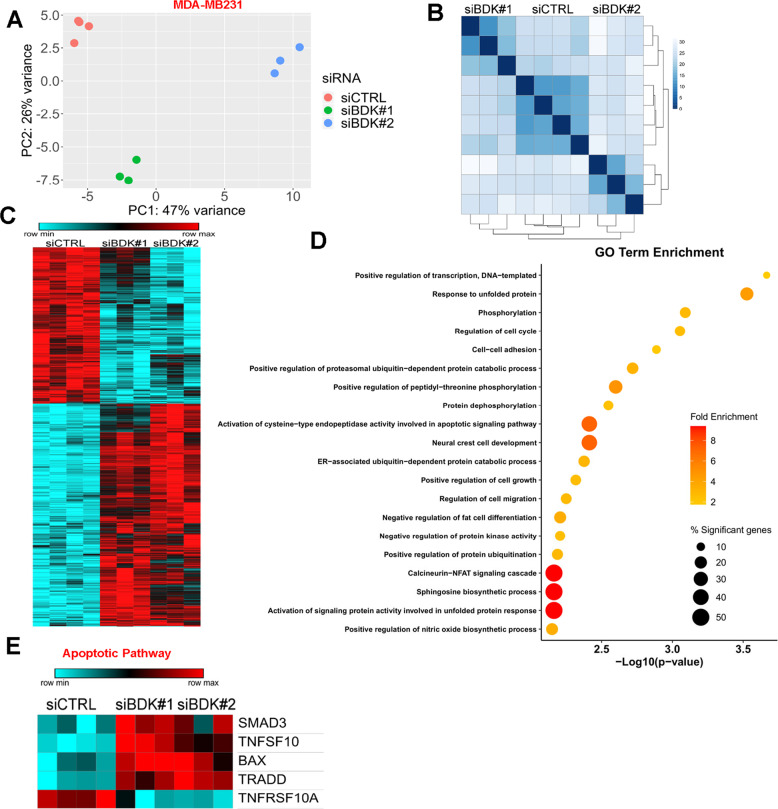
Differential enrichment of genes related to metabolism and cell death pathways in MDA-MB-231 cells with BCKDK knockdown. **A** Principle component analysis plot for all gene expressions from MDA-MB231 cells treated with both siRNAs targeting BCKDK. **B** Distance matrix clustering for all gene expressions from MDA-MB231 cells. **C** Heatmap for differentially expressed genes from MDA-MB231 cells. **D** Top 20 most significantly enriched gene ontology (GO) terms from BCKDK knockdown induced differentially expressed genes. Color represents the fold enrichment statistic, and size represents the percentage of the differentially expressed genes in the gene set compared with the total gene set size. **E** Heatmap for genes involved in apoptosis which were significantly differentially regulated by BCKDK knockdown in MDA-MB231 cells.

### BCKDK inhibition decreases intracellular and secreted BCKAs

We next ascertained whether BCKDK silencing altered mRNA expression of BCAA catabolic enzymes, which facilitate BCKA oxidation. RNA-Seq analysis revealed that BCKDK knockdown resulted in increased expression of genes involved in BCKA oxidation, specifically *BCKDHA*, methylmalonyl-CoA epimerase (*MCEE*), propionyl-CoA carboxylase (*PCCB*), *HADHB* and *ACADM* (Fig. S5A). 

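BCKDHA (ENSG00000248098, chromosome 19, 41397460 to 41425005 of GRCh38) had 874 ± 81.8 normalized counts (SD, n = 4) with siCON, 1102 ± 71.3 (SD, n = 3) with siBDK#1 and 1179 ± 126 (SD, n = 3) with siBDK#2. The log2 fold change was 0.34 (SE 0.092, adjusted p = 0.030) with siBDK#1 and 0.43 (SE 0.092, adjusted p = 0.0056) with siBDK#2 from limma. With siBDK#2 the call was lost without the mean-variance trend, in fits of only the groups compared, and in 4 of the 10 fits that each left out 1 library (0.37 to 0.42). EXOSC5 overlaps BCKDHA on the other strand. MCEE (ENSG00000124370, chromosome 2, 71109684 to 71130239) had 130.3 ± 9.82 normalized counts (SD, n = 4) with siCON, 161 ± 20.9 (SD, n = 3) with siBDK#1 and 190.0 ± 24.1 (SD, n = 3) with siBDK#2, and rose by 0.30 (SE 0.14, adjusted p = 0.22) and 0.54 (SE 0.14, adjusted p = 0.021), respectively, from limma, neither past 0.01.

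PCCB (ENSG00000114054, chromosome 3, 136250306 to 136337896), which STAG1 overlaps on the other strand, had 1876 ± 87.1 normalized counts (SD, n = 4) with siCON, 1742 ± 137 (SD, n = 3) with siBDK#1 and 1906 ± 167 (SD, n = 3) with siBDK#2. The fitted log2 fold change was -0.11 (SE 0.074) with siBDK#1 and 0.021 (SE 0.074) with siBDK#2, and the latter became -0.013 without siCON replicate 2 and -0.035 without siBDK#2 replicate 2. HADHB (ENSG00000138029, chromosome 2, 26243170 to 26290468), which shares a stretch with HADHA on the other strand, changed by 0.047 (SE 0.059) and 0.066 (SE 0.059) from a mean of 4849 with siCON. ACADM (ENSG00000117054, chromosome 1, 75724347 to 75787575) changed by -0.051 (SE 0.074) with siBDK#1, or 0.0098 without siBDK#1 replicate 3, and by 0.076 (SE 0.074) with siBDK#2, or -0.0011 with the mitochondrial level of the libraries as a covariate, from a mean of 2791. With that covariate, PCCB changed by -0.057 with siBDK#2. The ACADM gene overlaps RABGGTB. In its 3′ UTR the gene carries the word GACAGTA. The differences of PCCB, HADHB and ACADM from siCON were within the spread between replicates. None of the 5 genes was called with both siRNAs, also adjusted over the list alone, and BCKDHA alone passed an unadjusted p under 0.05 with both.

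Over a list of 33 genes of BCAA catabolism, BCKDK not among them, the median log2 fold change was -0.044 with 15 of 35 rows higher (adjusted p = 0.24 from camera) with siBDK#1 and -0.092 with 10 of 35 rows higher (adjusted p = 0.093 from camera) with siBDK#2. It was called as lower with siBDK#1 without siBDK#1 replicate 2 (mean -0.16), and with siBDK#2 without siCON replicate 2 (-0.15) or without siBDK#2 replicate 2 (-0.17). Much of these means came from 1 of 3 rows of MCCC2, which had a mean of 23.6 with siCON and 0 with each siRNA and was not called. Without that row, left out after the data had been seen, the list's mean was -0.03 with siBDK#1 and -0.05 with siBDK#2, and of the fits with 1 library left out only that without siBDK#2 replicate 2 called it, with siBDK#2 (-0.06). With all libraries and the mitochondrial level as a covariate, a setting also chosen after the data had been seen, the list was called as lower with siBDK#2 (mean -0.18, adjusted p = 0.0050 from camera), also without that row (-0.08, adjusted p = 0.0076 from camera), and not with siBDK#1. ACAT2, which fell, was its only member called with both siRNAs.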

Loss of BCKDK led to reduced expression of *BCAT1* and *HIBCH* (Fig. S5A), candidate genes augmented in several cancers [17]. 

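BCAT1 (ENSG00000060982, chromosome 12, 24810022 to 24949459 of GRCh38) had 10260 ± 757 normalized counts (SD, n = 4) with siCON, 8759 ± 553 (SD, n = 3) with siBDK#1 and 9556 ± 519.8 (SD, n = 3) with siBDK#2. Against siCON it changed on the log2 scale by -0.23 (SE 0.067, adjusted p = 0.042) with siBDK#1 and -0.10 (SE 0.067, adjusted p = 0.39) with siBDK#2 from limma. Transcripts on the other strand overlap BCAT1. Its 3′ UTR carries 7-base words that went with lower expression after each siRNA and 2 that went with higher expression after both. HIBCH (ENSG00000198130, chromosome 2, 190189735 to 190344193), which INPP1 overlaps on the other strand, had 1085 ± 112 normalized counts (SD, n = 4) with siCON, 968 ± 106 (SD, n = 3) with siBDK#1 and 883 ± 85.3 (SD, n = 3) with siBDK#2. It changed by -0.16 (SE 0.10, adjusted p = 0.38) and -0.29 (SE 0.10, adjusted p = 0.071), respectively, in limma's test. Both genes were lower with both siRNAs, and neither was called with either siRNA at an adjusted p under 0.01, nor with both when adjusted over the list alone. With both siRNAs, 0 of them passed an unadjusted p under 0.05.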

Quantitative polymerase chain reaction (qPCR) analysis revealed significant increases in the BCKDHA and KLF15 mRNA expression in MDA-MB231 (Fig. S5B), although it was only observed with siBDK#1. No changes were observed in the mRNA expression of BCAA catabolic enzymes in the BT549 cells (Fig. S5C). Contrary to BCKDK silencing, BT2 treatment resulted in significant increases in *KLF15*, *BCKDHA*, *BCKDHB*, *HIBCH*, and *HIBADH* mRNA levels in BT549 (Fig. S5D). Next we determined if increased expression of BCAA catabolizing genes resulted in reduced intracellular accumulation and secretion of BCKAs. Adenoviral knockdown of BCKDK in MDA-MB231 cells resulted in decreased intracellular BCKAs accumulation as revealed by ultraperformance liquid chromatography-tandem mass spectrometry analysis (Fig. S5E). A significant reduction in total BCKAs was observed in cell lysates and media from BT2 treated MDA-MB231 cells (Fig. S5F, G). Previous studies have demonstrated the role of tumor secreted BCKAs in the proliferation and immune suppression of cancer cells [8, 9]. Our data suggest that the mechanism by which BCKDK depletion arrests TNBC proliferation likely involves increased BCKA oxidation with a concomitant reduction in accumulation and secretion of BCKAs.

### BCKDK inhibition decreased ETC complex protein expression and impaired mitochondrial function

To explain the increased clearance of BCKAs in TNBCs treated with DOX in conjunction with BCKDK silencing, we next examined mitochondrial function. Permeabilized and damaged mitochondria generate reactive oxygen species in a complex I and II-dependent manner [18] and when recognized by activated caspase is targeted for destruction. 

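Fig. 5A shows 24 genes, BCKDK among them, and each was lower with both siRNAs here, with log2 fold changes other than that of BCKDK from -0.80 to -0.14 with siBDK#1 and from -0.96 to -0.15 with siBDK#2. Over all genes tested, limma called 11 of them with siBDK#1, 20 with siBDK#2 and 10 with both, which were AGPS, BCKDK, GCAT, ACAT2, GJA1, MRPL19, GCSH, SERAC1, TDRKH and SOD2. At an adjusted p under 0.05, 20 passed with both, and 24 did when adjusted over the list alone, which is not independent evidence because the study chose the genes from these libraries. The largest fall with siBDK#1 after that of BCKDK was that of GJA1, whose log2 fold change was -0.80 (SE 0.11, adjusted p = 2.8e-04) with siBDK#1 and -0.57 (SE 0.11, adjusted p = 0.0022) with siBDK#2 from limma, the latter call being lost without siBDK#2 replicate 1 (-0.50). After BCKDK, GLRX5 changed most with siBDK#2, by -0.96 (SE 0.056, adjusted p = 1.4e-07) against -0.21 (SE 0.056, adjusted p = 0.027) with siBDK#1 in the same limma model, and the siRNAs differed by -0.75. The falls of CD3EAP and RAB11FIP5 also differed between the siRNAs, by -0.51 and -0.47, both larger with siBDK#2. The call of TDRKH was lost in 6 of the 10 fits that each left out 1 library (-0.38 to -0.32) with siBDK#1 and in 6 of them with siBDK#2 (-0.36 to -0.30), and that of ACAT2 with siBDK#2 without siCON replicate 1 (-0.24) or without siCON replicate 4 (-0.27) or without siBDK#2 replicate 1 (-0.24). The calls of both genes with each siRNA were lost without the mean-variance trend. In fits of only the groups compared, those of TDRKH and that of ACAT2 with siBDK#2 were lost. With the mitochondrial level as a covariate, chosen after the data had been seen, GLRX5, RAB11FIP5, CLU, GFM1, MPC1, NDUFAF1 and NME4 were among the genes also called with both. The 3′ UTRs of 10 of the 24 genes carry 7-base words that went with lower expression after siBDK#1, 7 carry such words for siBDK#2, and 4 carry words that went with higher expression after both. For 15 of the 24, another annotated gene overlaps on either strand.

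**Figure D3:**
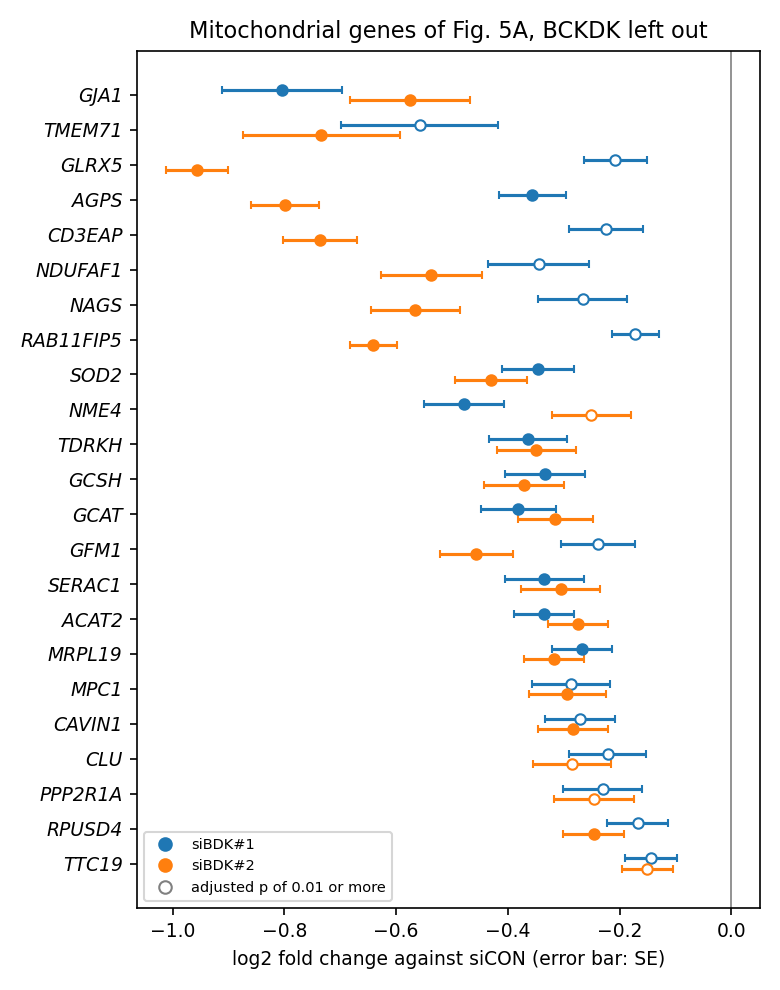
Log2 fold changes against siCON (horizontal axis, error bars are SE from limma) of the Fig. 5A genes without BCKDK (vertical axis), with siBDK#1 (blue) and siBDK#2 (orange), where open points have an adjusted p of 0.01 or more. All points lie below 0, GLRX5 being the lowest with siBDK#2 at -0.96.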

Transcriptomic analysis of BCKDK depleted MDA-MB231 cells revealed a marked downregulation of genes involved in mitochondrial function and biogenesis (Fig. 5A). For instance, BCKDK silencing reduced nucleoside diphosphate kinase (NME4) and clusterin (Clu) gene expression, which are involved in promoting redistribution of cardiolipin to prevent mitochondrial permeabilization and suppressing Bax dependent release of cytochrome C, respectively (Fig. 5A). 

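NME4 (ENSG00000103202, chromosome 16, 396725 to 410367 of GRCh38), which DECR2 overlaps, had 2262 ± 124 normalized counts (SD, n = 4) with siCON, 1624 ± 99.4 (SD, n = 3) with siBDK#1 and 1904 ± 164 (SD, n = 3) with siBDK#2. The change on the log2 scale was -0.48 (SE 0.071, adjusted p = 6.5e-04) with siBDK#1 and -0.25 (SE 0.071, adjusted p = 0.030) with siBDK#2 from limma. The fall with siBDK#1 was not called without the mean-variance trend, and the 3′ UTR carries 1 of the 7-base words that went with lower expression after siBDK#1. CLU (ENSG00000120885, chromosome 8, 27596917 to 27615031) had 8239.5 ± 512 normalized counts (SD, n = 4) with siCON, 7059.6 ± 300.5 (SD, n = 3) with siBDK#1 and 6773 ± 638 (SD, n = 3) with siBDK#2. It changed by -0.22 (SE 0.069, adjusted p = 0.055) and -0.29 (SE 0.069, adjusted p = 0.012), respectively, from limma, neither past 0.01. The fall with siBDK#2 was called with each library scaled to the same total, with quantile normalization, and without siCON replicate 2 (-0.33).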

Genes involved in mitochondrial translation, mitochondrial ribosome construction, and abundances of 16S mt-rRNA, such as G elongation factor mitochondrial 1 (GFMI), mitochondrial ribosomal protein L19 (MRPL19) and RNA pseudouridine synthase D4 (RPUSD4), were also downregulated upon BCKDK silencing (Fig. 5A). Furthermore, genes involved in complex I assembly (NADH:ubiquinone oxidoreductase assembly factor 1, NDUFAF1), the formation of complex III (tetratricopeptide repeat domain 19, TTC19), suppression of ROS (superoxide dismutase 2, SOD2), and synthesis of nucleotide triphosphates and mitochondrial respiration (NME4, serine active site containing 1, SERAC) were downregulated in BCKDK depleted cells (Fig. 6A). In addition, mitochondrial genes involved in pyruvate transport (mitochondrial pyruvate carrier 1, MPC1), glycine metabolism (glycine cleavage system protein H, GCSH, and glycine c-acetyltransferase, GCAT) and ether lipid synthesis and intracellular cholesterol trafficking (peroxisomal alkylglycerone phosphate synthase, AGPS, and mitochondrial SERAC1, respectively) were also downregulated upon BCKDK silencing (Fig. 5A). 

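GFM1 (ENSG00000168827, chromosome 3, 158644278 to 158692575 of GRCh38), which LXN overlaps on the other strand, had 3246 ± 245 normalized counts (SD, n = 4) with siCON, 2746 ± 102 (SD, n = 3) with siBDK#1 and 2363 ± 141 (SD, n = 3) with siBDK#2. Its log2 fold change was -0.24 (SE 0.066, adjusted p = 0.031) with siBDK#1 and -0.46 (SE 0.066, adjusted p = 3.1e-04) with siBDK#2 from limma. MRPL19 (ENSG00000115364, chromosome 2, 75646783 to 75690851), which GCFC2 overlaps on the other strand, had 3891 ± 120.1 normalized counts (SD, n = 4) with siCON, 3230.5 ± 92.4 (SD, n = 3) with siBDK#1 and 3126 ± 194 (SD, n = 3) with siBDK#2. It changed by -0.27 (SE 0.054, adjusted p = 0.0051) and -0.32 (SE 0.054, adjusted p = 0.0011) by limma and was called with both siRNAs. It was called with neither when the mean-variance trend was left out. The call with siBDK#1 was lost in 6 of the 10 fits that each left out 1 library (-0.28 to -0.24). RPUSD4 (ENSG00000165526, chromosome 11, 126202094 to 126211692), which FAM118B overlaps on the other strand, had 2449 ± 65.2 normalized counts (SD, n = 4) with siCON, 2181 ± 104 (SD, n = 3) with siBDK#1 and 2065 ± 90.4 (SD, n = 3) with siBDK#2. It changed by -0.17 (SE 0.055, adjusted p = 0.066) and -0.25 (SE 0.055, adjusted p = 0.0069), respectively, in limma's test. With siBDK#2 the call was lost without the trend, in fits of only the groups compared and in 8 of the 10 fits that each left out 1 library (-0.28 to -0.22). The 3′ UTR of GFM1 carries 1 and that of MRPL19 carries 2 of the 7-base words that went with lower expression after siBDK#1, and MRPL19 also carries GACAGTA.

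Over a list of 77 genes of the mitochondrial ribosome, the median log2 fold change was -0.067 with 21 of 85 rows higher (adjusted p = 0.023 from camera) with siBDK#1 and 0.0088 with 44 of 85 rows higher (adjusted p = 0.58 from camera) with siBDK#2. The mean with siBDK#1 was 0.0090, of the other sign than the median. That call was not made by fry, with an estimated correlation, with only genes of a mean of at least 10, with equal library totals or with quantile normalization, nor without siCON replicate 3 (0.022), siBDK#1 replicate 1 (0.039) or siBDK#1 replicate 3 (0.013), and 16 of the 35 splits of the siCON and siBDK#1 libraries gave a camera p as small. With siBDK#2 it was called as lower without siBDK#2 replicate 2 (-0.026), while the mean was 0.069 without siBDK#2 replicate 3 and the list was not called. It was also called as lower with siBDK#2 with the mitochondrial level as a covariate (-0.037), chosen after the data had been seen. Besides MRPL19, MRPL45 was called with both siRNAs, and it rose (0.36 and 0.44), a second row of that name not being called with both.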

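NDUFAF1 (ENSG00000137806, chromosome 15, 41387349 to 41402519 of GRCh38) had 989.5 ± 28.8 normalized counts (SD, n = 4) with siCON, 781 ± 73.1 (SD, n = 3) with siBDK#1 and 685 ± 88.0 (SD, n = 3) with siBDK#2. The fitted log2 fold change was -0.34 (SE 0.091, adjusted p = 0.024) with siBDK#1 and -0.54 (SE 0.091, adjusted p = 0.0011) with siBDK#2 from limma, and siCON replicate 4 (947) lay apart from the other siCON libraries (998 to 1007). TTC19 (ENSG00000011295, chromosome 17, 15999380 to 16045015), which NCOR1 and ZSWIM7 overlap on the other strand, had 3884 ± 95.5 normalized counts (SD, n = 4) with siCON, 3515 ± 95.9 (SD, n = 3) with siBDK#1 and 3498 ± 70.5 (SD, n = 3) with siBDK#2. It changed by -0.14 (SE 0.046, adjusted p = 0.059) and -0.15 (SE 0.046, adjusted p = 0.040), respectively, by limma, neither past 0.01. Its 3′ UTR carries the word GACAGTA. SOD2 (ENSG00000112096, chromosome 6, 159669057 to 159745186) had 6794 ± 139 normalized counts (SD, n = 4) with siCON, 5354 ± 429 (SD, n = 3) with siBDK#1 and 5052 ± 394 (SD, n = 3) with siBDK#2, and a second row of the same name had a mean of 10.5. The main row changed by -0.35 (SE 0.064, adjusted p = 0.0031) and -0.43 (SE 0.064, adjusted p = 4.2e-04) in limma's test and was called with both siRNAs. The call with siBDK#1 was lost without the mean-variance trend and in 4 of the 10 fits that each left out 1 library (-0.36 to -0.28). WTAP overlaps SOD2 on the other strand, and the 3′ UTR of SOD2, of 13436 bases, carries words that went with lower expression after each siRNA and with higher expression after both. SERAC1 (ENSG00000122335, chromosome 6, 158109515 to 158168280) had 1105 ± 72.9 normalized counts (SD, n = 4) with siCON, 875 ± 35.9 (SD, n = 3) with siBDK#1 and 893 ± 42.8 (SD, n = 3) with siBDK#2. It changed by -0.33 (SE 0.070, adjusted p = 0.0069) and -0.31 (SE 0.070, adjusted p = 0.0086) by limma and was called with both siRNAs. Both calls were lost without the mean-variance trend and in fits of only the groups compared, that with siBDK#1 in 7 of the 10 fits that each left out 1 library (-0.36 to -0.29) and that with siBDK#2 with median-centred values, with voom and in 9 of the 10 fits that each left out 1 library (-0.34 to -0.26). Its 3′ UTR carries 2 of the words that went with lower expression after siBDK#1.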

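MPC1 (ENSG00000060762, chromosome 6, 166364919 to 166383013 of GRCh38) had 1398 ± 80.4 normalized counts (SD, n = 4) with siCON, 1146 ± 83.5 (SD, n = 3) with siBDK#1 and 1139 ± 41.9 (SD, n = 3) with siBDK#2. Against siCON it changed on the log2 scale by -0.29 (SE 0.069, adjusted p = 0.015) with siBDK#1 and -0.29 (SE 0.069, adjusted p = 0.0099) with siBDK#2 from limma. With siBDK#2 the call was lost with a pseudocount of 0.1, with each of the 3 other scalings, without the trend, with voom, in fits of only the groups compared and in 7 of the 10 fits that each left out 1 library (-0.31 to -0.26). GCSH (ENSG00000140905, chromosome 16, 81081938 to 81096425), which other annotated transcripts overlap, had 1349 ± 78.7 normalized counts (SD, n = 4) with siCON, 1070.1 ± 64.4 (SD, n = 3) with siBDK#1 and 1043 ± 68.6 (SD, n = 3) with siBDK#2. It changed by -0.33 (SE 0.071, adjusted p = 0.0076) and -0.37 (SE 0.071, adjusted p = 0.0026), respectively, by limma. Both calls were lost without the mean-variance trend, that with siBDK#1 also in fits of only the groups compared and in 6 of the 10 fits that each left out 1 library (-0.34 to -0.30) and that with siBDK#2 without siCON replicate 4 (-0.33) or without siBDK#2 replicate 1 (-0.36) or without siBDK#2 replicate 3 (-0.33). Its 3′ UTR carries 2 of the 7-base words that went with lower expression after siBDK#2. GCAT (ENSG00000100116, chromosome 22, 37807905 to 37817176) had 801 ± 18.8 normalized counts (SD, n = 4) with siCON, 615 ± 33.7 (SD, n = 3) with siBDK#1 and 643 ± 11.4 (SD, n = 3) with siBDK#2. It changed by -0.38 (SE 0.067, adjusted p = 0.0021) and -0.32 (SE 0.067, adjusted p = 0.0054) in limma's test. The call with siBDK#1 was lost without siBDK#1 replicate 3 (-0.34) and that with siBDK#2 in 7 of the 10 fits that each left out 1 library (-0.33 to -0.30). AGPS (ENSG00000018510, chromosome 2, 177392644 to 177559299), which NFE2L2 and TTC30B overlap on the other strand, had 7609.5 ± 210.4 normalized counts (SD, n = 4) with siCON, 5951 ± 379 (SD, n = 3) with siBDK#1 and 4381 ± 325 (SD, n = 3) with siBDK#2. It changed by -0.36 (SE 0.061, adjusted p = 0.0017) and -0.80 (SE 0.061, adjusted p = 1.2e-06) by limma, and the siRNAs differed by -0.44 (SE 0.065, adjusted p = 3.7e-04). The call with siBDK#1 was lost without siBDK#1 replicate 3 (-0.30) and without the trend, and the 3′ UTR of AGPS carries words that went with lower expression after each siRNA.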

Consistent with the transcriptomic data, silencing BCKDK in MDA-MB231 cells decreased complex I, complex II, and complex III protein levels (Fig. 5B). Extracellular flux analysis studies revealed reduced basal oxygen consumption rates (OCR) (Fig. 5C), ATP production (Fig. 5D), and non-mitochondrial respiration (Fig. S6A) in the BCKDK silenced cells. Inhibiting BCKDK by BT2 also resulted in reduced basal and maximal OCR (Fig. 5E) and ATP production (Fig. 5F), indicating impaired mitochondrial oxidative metabolism. Lower OCR reduced spare respiratory capacity (Fig. 5G), proton leak (Fig. 5H) and low non-mitochondrial respiration (Fig S6B), suggestive of impaired adaptation to metabolic changes. Mitochondrial DOX accumulation can also disrupt mitochondrial architecture and oxidative capacity [19]. We determined whether BCKDK silencing in MDA-MB231 cells can potentiate DOX’s effects, exacerbating mitochondrial dysfunction. DOX treatment reduced basal OCR (Fig. 5C), ATP production (Fig. 5D), and non-mitochondrial respiration (Fig. S6A), but it was not significantly potentiated upon BCKDK silencing. Unlike TNBCs, normal breast epithelial cells, MCF10A, when treated with BT2, did not show suppressed mitochondrial respiration or ATP production (Fig. S6C–G). Although increased BCKA clearance with compromised mitochondria appear counter intuitive, we believe that the accelerated BCAA catabolism results in dysfunctional mitochondria in the BCKDK deficient TNBCs.

**Fig. 5:**
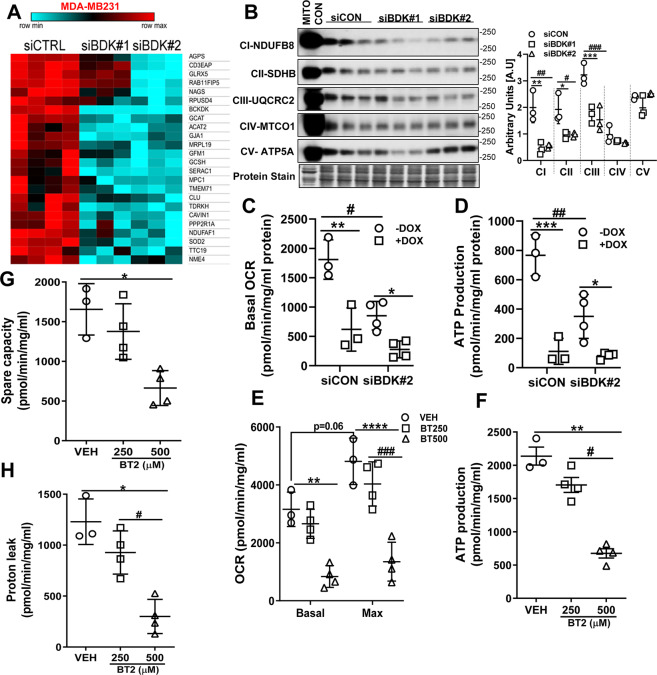
BCKDK inactivation suppresses mitochondrial function and complex protein expression. **A** Heatmap for genes involved in mitochondrial biogenesis, structure, and function significantly differentially regulated by BCKDK knockdown. **B** Immunoblot and densitometric quantification of complex I–V proteins in MDA-MB231 whole cell lysates transfected with siCON, siBDK#1, or siBDK#2 for 72 h. Data presented as mean ± S.D. Statistical analysis was performed using a two-way ANOVA followed by a Tukey’s multiple comparison test; *p < 0.05, **p < 0.01, ****p < 0.0001 as indicated. **C**–**H** Mitochondrial function measured in BCKDK depleted MDA-MB231 cells using extracellular flux analyzer in the presence of 25 mM glucose. **C** Basal OCR, **D** ATP production measured in MDA-MB231 cells transfected with siCON or siBDK#2. **E** Basal and maximal OCR, **F** ATP production, **G** spare capacity, and **H** proton leak measured in MDA-MB231 cells treated with 250 or 500 µM BT2 for 20 h. **B**, *siCON vs siBDK#1, #siCON vs siBDK#2; **C**–**D**, *within groups (DMSO vs DOX), #between groups (siCON vs siBDK#2); **E**–**H**, *VEH vs 250μM BT2, #VEH vs 500μM BT2. Data presented as mean ± S.D. Statistical analysis was performed using a was performed using Student’s *t* test; *p < 0.05, **p < 0.01, ****p < 0.0001 as indicated.

**Fig. 6:**
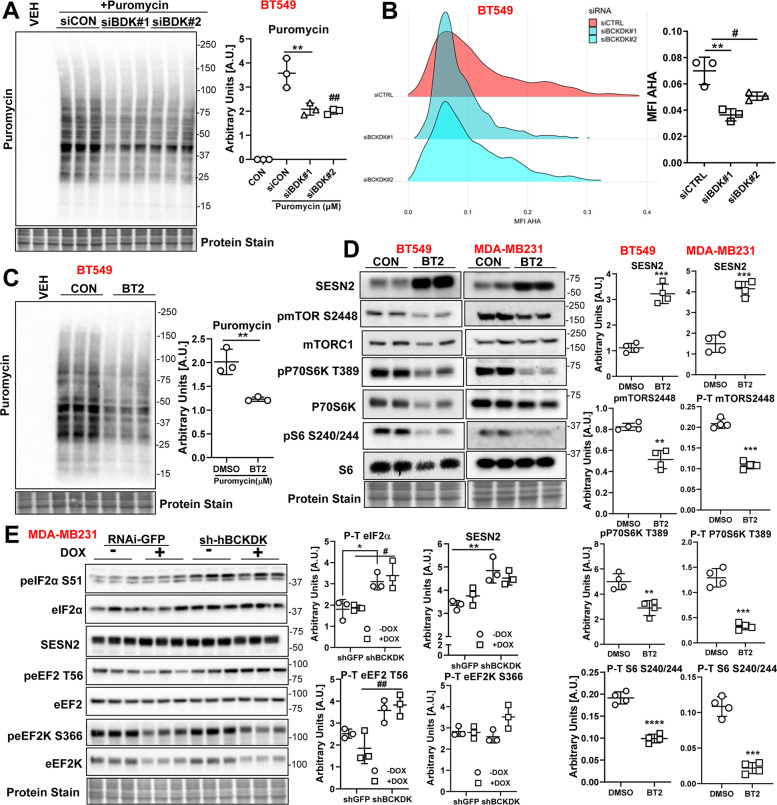
BCKDK inhibition decreases protein synthesis and mTOR signaling in TNBCs. **A** BT549 was transfected with siCON, siBDK#1, or siBDK#2 for 72 h followed by incubation with 1 μM puromycin for 30 min. Immunoblot and densitometric analysis of puromycin incorporation. **B** Fluorogram and quantification of AHA incorporation in BT549 cells transfected with siCON, siBDK#1, or siBDK#2. C Immunoblot and densitometric analysis of puromycin incorporation in BT549 cells treated with 500 µM BT2 for 20 h followed by incubation with 1 μM puromycin for 30 min. The graph represents mean ± S.D., *n* = 3, *p < 0.05 was performed using Student’s *t* test. **D** Immunoblot and densitometric analysis of SESN2, total and phosphorylated mTOR S2448, total and phosphorylated P70S6K T389, and total to phosphorylated S6 S240/244 in BT549 and MDA-MB231 cells treated with 500 µM BT2 for 20 h. Data presented as mean ± S.D. Statistical analysis was performed using Student’s *t* test; *p < 0.05, **p < 0.01, ****p < 0.0001 as indicated. Immunoblot and densitometric analysis of total and phosphorylated eIF2α S51, Sesn2, total and phosphorylated eEF2 T56, total and phosphorylated eEF2K S266, total and phosphorylated AKT S473, and AKT T308 in MDA-MB231 cells transduced with shGFP or shBCKDK for 48 h followed by 2 µM DOX or DMSO treatment for 18 h. Quantifications are from three independent experiments. **A**–**B**, *siCON vs siBDK#1, #siCON vs siBDK#2; **E**, *shGFP vs sh-hBCKDK, #shGFP+DOX vs sh-hBCKDK+DOX. Data presented as mean ± S.D. Statistical analysis was performed using a two-way ANOVA followed by a Tukey’s multiple comparison test; *p < 0.05, **p < 0.01, ****p < 0.0001 as indicated.

### Silencing BCKDK reduces protein synthesis in TNBCs

Previous studies have demonstrated that induction of ER stress and mitochondrial dysfunction [20] induces apoptosis [21] and inhibits protein translation and synthesis. As measured by puromycin incorporation, protein synthesis was reduced in BCKDK depleted BT549 cells (Fig. 6A). Similarly, azidohomoalaine (AHA) labeled nascent protein levels were decreased upon BCKDK silencing (Fig. 6B). A similar reduction in puromycin incorporation was observed in BT549 cells treated with BT2 (Fig. 6C). In both BT549 and MDA-MB231 cells, BT2 treatment resulted in a robust increase in sestrin 2 (SESN2) protein levels (Fig. 6D), a negative regulator of mammalian target of rapamycin (mTOR) and protein synthesis [22]. Consistently, mTOR signaling was suppressed in BT2 treated cells as observed by reduced phosphorylation on mTOR S2448, P70S6K T389, and S6 S240/244 (Fig. 6D). Similar increases in SESN2 levels were observed in MDA-MB231 cells adenovirally transduced with shBCKDK in the presence or absence of DOX (Fig. 6E). Further, BCKDK inhibition in the presence or absence of DOX was accompanied by increased inactivating phosphorylation of eIF2α at S51 (Fig. 6E), suggesting inhibited protein translation. BCKDK inhibition also increased phosphorylation of the elongation factor eEF2 at T56 (Fig. 6E), which correlated with suppressed protein translation.

## Discussion

TNBCs are a heterogeneous breast cancer subtype with early relapse rates, poor prognosis, and limited therapeutic options [1]. Sustaining oncogenesis in TNBCs is dependent on BCAAs which contribute to protein biosynthesis, nitrogen homeostasis, epigenetic regulation, redox balance, immune response and tumor surveillance, growth and metastasis [23, 24]. Numerous types of human cancers exhibit significant reprogramming of the BCAA metabolic pathway [11]. Nevertheless, the contribution of BCAA catabolic dysregulation in TNBC pathology, cell function, and chemoresistance merit investigation. In the current study, we observed consistently suppressed expression of BCAA catabolic enzymes along with increased mRNA expression of the regulatory kinase, BCKDK, in two TNBC cell lines. Transcriptome analysis of MDA-MB231 cells with BCKDK silencing demonstrated differential enrichment of genes involved in caspase-dependent apoptosis and mitochondrial function. BCKDK inhibition also sensitized TNBCs to DOX-induced apoptosis, mitochondrial ATP insufficiency, and suppression of mTOR-dependent protein translation by SESN2. Moreover, DOX treatment suppressed BCKDK expression and reduced intracellular BCKAs in the TNBCs. For the first time, our data propose novel crosstalk between DOX and BCAA catabolism and highlights the role of BCKDK in TNBC survival, proliferation, and DOX chemosensitivity.

Elevated intratumoral BCAAs are reported in several cancers, including breast cancer [14], PDAC [25, 26], HCC [27], and NSCLC [28], while increased BCKAs secretion is observed in glioblastomas and PDACs [8, 9]. Not only BCAA metabolites but also BCAA catabolizing enzymes have been recently shown to influence cancer outcomes [11]. Indeed, upregulation of BCAT1 is reported in glioblastomas, HCC, leukemias, osteosarcomas, ovarian and endometrial cancer [11, 27, 29]. BCAT2 was upregulated in PDAC [25, 26], luminal type breast cancer [14], NSCLC [28], while it was downregulated in HCC [27]. BCKDH was upregulated in leukemia and luminal type breast cancer [14, 30] and suppressed in HCC and PDAC [27, 28]. Concomitantly, BCKDK expression was increased in HCC, however, more distal enzymes of BCAA catabolism, ACADS, and ACADSB were downregulated [27]. Our data are in agreement with these findings demonstrating dysregulated BCAA catabolic enzyme expression in MDA-MB231 and BT549 cells, highlighting the involvement of BCAA catabolizing enzymes and metabolites in TNBC tumorigenesis.

Two studies have recently identified different phosphorylation sites on BCKDK that mediates cancer proliferation, signaling and metastasis [12, 13]. Notably, stabilizing BCKDK via Src promoted migration, invasion, and metastasis in colorectal cancers [12]. Our data in TNBCs demonstrate that inhibiting BCKDK impairs TNBC proliferation and sensitizes TNBCs to DOX toxicity. We propose that the metabolic effects of BCKDK are plausibly an outcome of altered BCAA–BCKA flux towards oxidation and away from protein synthesis. Indeed, increased intracellular BCAA accumulation upon BCKDHA deletion resulted in increased cell proliferation in an immortalized hepatocyte cell line [27]. Moreover, increased extracellular secretion of BCKAs in a BCAT1 dependent manner supports cell proliferation in PDACs [8] and survival of glioblastoma cells by evading immune surveillance [9]. Our study also demonstrated that BCKDK inhibition was sufficient to reduce intracellular and secreted BCKAs in MDA-MB231 cells, likely contributing to reduced cell proliferation. Since TNBCs are classically treated with combination therapy involving anthracyclines [2], such as DOX, targeting BCKDK might trigger a metabolic vulnerability rendering TNBCs susceptible to DOX toxicity.

Prior reports showed that BCKDK function as a regulatory, upstream kinase of MEK [31] and ERK1/2 [13], drivers of cell proliferation. Indeed, BCKDK stabilization is an alternative mechanism to activate RAS/RAF/MEK/ERK signaling and confer drug resistance [31]. Whether the accumulation of BCAA metabolites, such as BCKAs, activates oncogenes and drives growth factor signaling in TNBCs warrants investigation. We questioned whether BCKDK silencing with concomitant DOX treatment potentiated BCKA oxidation, reducing intracellular BCKAs, compromising growth and increasing cell death. In our study, we observed that when TNBCs were exposed to DOX, BCKDK expression and intracellular BCKAs levels were downregulated. Moreover, silencing BCKDK exacerbated cytotoxic effects of DOX in a caspase 3/7 dependent manner decreasing cell proliferation. Although the mechanism by which BCKDK silencing triggers apoptosis induction remains unclear, we theorize that perturbations in protein synthesis and altered mitochondrial metabolism might precede or follow apoptotic events and/or increased BCKA oxidation following BCKDK inhibition.

Dysregulation of protein translation and anomalous energy metabolism are characteristic of cancers, processes that are sensitive to the effects of chemotherapeutic agents [32, 33]. Chemotherapeutics such as DOX can accumulate within the mitochondria resulting in mitochondrial dysfunction and energy stress by disrupting the electron transport chain (ETC) and reducing mitochondrial oxidative capacity [19]. Indeed, a decline in ATP synthesis is associated with mitochondrial accumulation of DOX [34]. We found that BCKDK inhibition reduced ATP production and oxygen consumption in MDA-MB231 cells but did not exacerbate DOX-mediated suppression of respiration or energy production. Notably, BCKDK deficient fibroblasts show reduced intracellular ATP and respiration, with a corresponding increase in ROS production and mitochondrial hyperfusion, which was not observed following BCKDK silencing in BCKDH deficient fibroblasts from MSUD patients [35]. Interestingly, silencing BCKDHA in PDACs did not affect mitochondrial metabolism or oxygen consumption [26], suggesting a direct involvement of accelerated BCAAs catabolism in mitochondrial dysfunction. Moreover, our transcriptomics data in BCKDK depleted cells identified reduced expression of several mitochondrial genes associated with complex formation, glycine metabolism, and cholesterol trafficking. However, it remains to be determined how and why targeting BCKDK in TNBCs impairs mitochondrial function due to the increased BCKA oxidation burden.

Changes in the metabolic microenvironment within TNBCs hyperactivates signaling pathways of protein translation and biosynthesis, enabling uncontrolled growth and survival. Protein synthetic rates are significantly reduced following apoptosis induction, where caspase-dependent proteolytic cleavage and altered phosphorylation states of translation initiation factors (eIF4GI, eIF4GII, eIF4E, eIF4B, and eIF2α) influence cancer progression [21, 36]. We found that BCKDK inhibition decreased protein synthesis. Consistent with this finding, we also observed a significant increase in inhibitory phosphorylation of eEF2 at Thr 56 upon BCKDK depletion. eEF2 phosphorylation impedes translocation of peptidyl-tRNA from the A site to the P site on the ribosome. High intracellular Ca^2+^ levels increase phosphorylation of eEF2 [37]. Our transcriptomic data in BCKDK depleted cells revealed enrichment of the GO-term related to NFAT-calcineurin signaling cascade, which in turn is activated by high intracellular Ca^2+^ levels, a likely trigger for increased eEF2 phosphorylation. eEF2 is downstream of the AMPK-mTORC1 axis where it is inhibited by AMPK and activated by mTORC1. 

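A list of 12 genes of calcineurin, the NFAT factors and their regulators was tested in place of the GO term. Its median log2 fold change was 0.29 with 8 of 13 rows higher (adjusted p = 0.15 from camera) with siBDK#1 and 0.43 with 10 of 13 rows higher (adjusted p = 0.0023 from camera) with siBDK#2. Fry called it with both siRNAs (adjusted p = 0.0028 and 2.2e-05), and no call remained when camera estimated the correlation within the list. As a whole the list did not differ between the siRNAs (adjusted p = 0.17 from camera), though 4 of its members did. PPP3CA, PPP3R1, PPP3CB and NFATC2 were called as higher with both siRNAs, with log2 fold changes of 0.39 and 0.21, 0.29 and 0.73, 0.37 and 0.43 and 0.53 and 0.48 with siBDK#1 and siBDK#2. In the 10 fits that each left out 1 library, the call of PPP3CA with siBDK#2 was lost in 8 (0.20 to 0.23), that of PPP3R1 with siBDK#1 in 7 (0.24 to 0.31), and those of NFATC2 in 5 with siBDK#1 (0.47 to 0.54) and 4 with siBDK#2 (0.35 to 0.50), and leaving out siCON replicate 4 lost each of the 4 (0.22, 0.31, 0.54 and 0.50). RCAN1 was called in opposite directions, -0.51 (adjusted p = 1.1e-04) with siBDK#1 and 0.46 (adjusted p = 1.5e-04) with siBDK#2 from limma, a difference of 0.98, and PPP3R1 rose more with siBDK#2 (difference 0.44). The 3′ UTRs of 5 of the list's 13 rows, those of PPP3CA, PPP3R1 and PPP3CB included, carry 7-base words that went with higher expression after both siRNAs across genes. More rows carry words that went with lower expression, 9 of them after siBDK#1 and 2 after siBDK#2, and the 4 genes called as higher each carry such words of siBDK#1. Transcripts on the other strand overlap PPP3CA, PPP3R1 and PPP3CB.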

Our data in both TNBC cell types showed impaired mTORC1 signaling upon BCKDK inhibition and significant upregulation of SESN2, the negative regulator of mTORC1. The suppressed activation of mTORC1 signaling explains the inactivation of eEF2. In addition, reduction in protein synthesis following BCKDK inhibition was associated with increased inhibitory phosphorylation of eIF2α at Ser 51. eIF2α phosphorylation increases in response to stress and cancer [36]. eIF2α phosphorylation at Ser 51 inhibits the eIF4B catalyzed guanine nucleotide exchange function of eIF2, preventing the formation of the 43S preinitiation complex [21]. It is unclear whether a decline in mTORC1 driven protein synthesis induces apoptosis [38] or increased apoptosis suppresses global translation or a diminished amino acid availability in TNBCs with inhibited BCKDK.

In conclusion, our study highlights BCKDK as a target for potentiating cytotoxic effects of DOX in TNBCs and DOX’s impact on likely accelerating BCAA catabolism. This study demonstrates that BCKDK inhibition alone is sufficient to induce caspase activation, ATP insufficiency, and decrease protein translation, rendering TNBCs susceptible to cell death. The metabolic fate of accumulating BCKAs following BCKDK silencing is either to get reaminated to BCAAs or be oxidized. Since BCAAs (majorly leucine) is recognized as a critical amino acid to activate mTOR, the reaminative fate for BCKAs is unlikely in our study, as mTOR signaling is suppressed. However, changes in mTOR signaling may or may not be dependent on changes in BCAA levels. Further studies are required to elucidate if the susceptibility of TNBC to loss of BCKDK function is an outcome of increased BCKAs oxidation or altered availability of BCKAs for signaling and metabolic processes. Furthermore, mechanistic understanding is warranted on how BCKDK silencing triggers caspases and apoptotic pathways and if p53 function mediates these effects. DOX’s genotoxic stress also involves DNA intercalation and double-strand breaks; whether BCKDK silencing sensitizes cells to DOX-induced DNA damage, remains to be explored. In addition, clarity on the molecular events driving increased clearance of intracellular BCKAs in DOX treated TNBC is paramount with a focus on BCKDK interactome or upstream regulators, such as the transcriptional factor, KLF15. Since BCKDK was recently identified as a cytosolic kinase regulating hepatic lipid accumulation [39], future studies will also interrogate metabolic pathways that co-operate with BCAA metabolism to promote tumor growth or compensate for sustaining cell proliferation when BCAA metabolism is inhibited.

## Materials and methods

### Cell lines and culture conditions

MCF10A cells (CRL-10317, US) and BT549 cells (HTB-122) were obtained from ATCC. MDA-MB231 cells were a gift from Dr. G. Robichaud (Université de Moncton). The cells were cultured according to our previously published studies [3]. All the cell lines were maintained at 37 °C in a humidified atmosphere of 5% CO_2_. The cell lines have not been genetically authenticated. For the BT2 experiments, cells were pretreated for 20 h with the desired concentration of BT2 (Sigma, A760956 and Matrix Scientific, 028302). BT2 from Sigma was dissolved in cremaphore solution, generously gifted by Ayappan Subbiah (Sevengenes Inc.).

### Transfections and viral transductions

Adenoviral vector expressing BCKDK shRNA (shADV-225358) and the control vector for scrambled shRNA GFP (Cat# 1122) were obtained from Vector Biolabs (USA). Adenoviral infection of cells was done 24 h post-plating, and the multiplicity of infection was kept constant between the control and experimental constructs. siRNA knockdown of BCKDK was performed using Ambion silencer select siRNA oligonucleotides (Thermo-Fisher Scientific Cat# 4390824). The siRNAs used in this paper were siBCKDK#1: #s20126, siBCKDK#2: #s20127, siRNA negative control (Cat# 4390844). Transfection was achieved using Lipofectamine RNAiMAX (Invitrogen) following the manufacturer’s instructions with a concentration of 10 nM of siRNA per plate.

### Cell lysate processing and immunoblotting

Cell pellets were sonicated in ice-cold lysis buffer (containing 20 mM Tris-HCl, pH 7.4, 5 mM EDTA, 10 mM Na_4_P_2_O_7_ (Calbiochem), 100 mM NaF, 1% Nonidet P-40, 2 mM Na_3_VO_4_, protease inhibitor (10 ml/ml; Sigma), and phosphatase inhibitor (10 ml/ml; Calbiochem) and centrifuged at 16,000*g* for 15 min. Protein concentration determination, immunoblotting and development of immunoblots were performed as described previously [40]. The list of primary antibodies is described in Table S1. Densitometric analysis was performed using Image laboratory software (Bio-Rad), and the quantifications were normalized by total protein loading using GraphPad software (Clarivate).

### qPCR analysis

mRNA levels of BCAA-catabolizing enzymes were determined using qPCR by employing validated optimal reference gene pairs. Primer information of the target and reference genes is provided in Table S2. RNA isolation, quality control, cDNA synthesis, and qPCR analysis were performed as described previously [41].

### Trypan blue exclusion and metabolic activity assays

For cell viability, 1 × 10^4^ cells were plated in 24-well plates in triplicates. The total number of viable cells was calculated using the trypan blue exclusion assay. For measuring metabolic activity, cells were plated in 96-well plates and treated with DOX for 18 h followed by incubated in drug-free media for 48 h. The metabolic activity of viable cells were measured by incubating the cells with Presto Blue (Thermo-Fischer Scientific, A13262) for 3 h at 37 °C. Fluorescent intensity was read at Ex/Em = 560/590 on a microplate fluorometer (Synergy H4). Cell Counting Kit-8 (CCK-8; Sigma Aldrich, 96992) was used to measure cell viability and metabolic activity according to the manufacturer’s protocol. Briefly, 1 × 10^5^ MDA-MB231 cells were seeded in 96-well plates transfected with the siRNAs for different time points followed by DOX treatment for 18 h. Following the treatments, the cells were incubated in CCK-8 solution at 37 °C for 4 h. Synergy H4 microplate reader was used to measure the absorbance at 450 nm. 

### Extracellular flux analyzer studies

Mitostress assay was performed according to Khan et al. [42] using the Seahorse XFe24 analyzer (Agilent Technologies Inc. CA, USA). MDA-MB231 or MCF10A cells were plated at a density of 30,000 cells/per well. Briefly, cells were incubated with XF Assay medium (with 20 mM glucose, 1 mM sodium pyruvate, and 1 mM glutamate, without sodium bicarbonate) for 1 h. One micrometre of oligomycin, 1 μM of FCCP [carbonyl cyanide‐4‐(trifluoromethoxy)phenylhydrazone], and 1 μM each of rotenone and antimycin A was injected over 100 min to measure the different stages of respiration. The assay was normalized with protein and analyzed with the XFe 2.0.0 software (Agilent Technologies Inc. CA, USA).

### Apoptosis array

The expression of 43 apoptosis-associated proteins in duplicates was determined by the Human apoptosis antibody array (Abcam, ab134001). Membranes were incubated with 250 μg of cell extracts, immunoblotted, and developed using the chemidoc (BioRad) according to manufacturers’ instructions. Densitometric analysis was performed using Image laboratory software (Bio-Rad).

### LDH cytotoxicity assay

LDH cytotoxicity assay was performed using the assay kit (Invitrogen, C20301) according to the manufacturer’s instructions. Briefly, 1 × 10^4^ cells were plated in a 96-well plate for experimental conditions as well as spontaneous and maximum LDH activity controls. On the day of the assay, 10 μl of 10× lysis buffer was added to wells serving as the maximum LDH activity controls and incubated at 37 °C for 45 min. The reaction mixture was added to the collected media in a 1:1 ratio and incubated at RT for 30 min in the dark, followed by adding a stop solution. The absorbance was measured at 490 nm, and 680 nm and the assay was normalized by protein concentration.

### Caspase 3 activity assay

Caspase activity assay (Caspase-3 Activity Assay Kit, Cell Signaling Technology, 5723) was performed according the manufacturer’s instructions. Briefly, 1 × 10^4^ cells were plated in a 96-well plate and were harvested using ice-cold lysis buffer. Lysates from two wells within the same treatment group were combined for all treatment groups and transferred to a black plate. Fluorescence was measured immediately at Ex/Em 380/440 for the 0 h reading. A second reading was taken after 1 h incubation in the dark at 37 °C. The assay was normalized by protein concentration.

### AHA incorporation assay

AHA incorporation analysis was performed using the Click-iT AHA Alexa Fluor 488 Imaging Kit (Thermo-Fisher Scientific, C10289) according to the manufacturer’s instructions. Briefly, cells on coverslips were pulse-labeled with AHA for 30 min in methionine/cysteine free DMEM media without serum before performing the click labeling. Coverslips were mounted in Prolong anti-fade mounting media (Thermo-Fisher Scientific, P36930) and imaged with a Zeiss Axio Observer Z1 equipped with an Apotome.2 structural illumination units using a 20× Plan-Apochromat objective (NA: 0.8, air). Images were processed for analysis in ImageJ, and image processing was identical for each image set. Images were analyzed in Cell Profiler, and data are represented as the mean ± S.D. per cell of three experiments.

### RNA-seq analysis and bioinformatics

MDA-MB231 cells were transfected with either of two siRNA’s targeting BCKDK or a scrambled siRNA and cultured for 48 h before cells were harvested and RNA extracted using the Qiagen RNeasy mini kit according to the manufacturer’s instructions. RNA-Seq was conducted by McGill University and the Genome Quebec Innovation Center (Montreal, Canada) with the Illumina NovaSeq 6000 S2 PE100—50 M platform. Analysis of the transcriptomic data was performed according to our previous published study [3]. Testing for differential expression was conducted only on genes with an average estimated count of greater than 0.3. Genes were considered significantly differentially expressed if the adjusted P-value was less than 0.01 for both siBCKDK#1 and siBCKDK#2 groups, and the fold change was occurring in the same direction. RNA-Seq data are deposited in NCBI’s Gene Expression Omnibus under the assecession number GSE163297.

### SunSET method

Protein synthesis was measured in vitro by the SunSET assay as described previously [40]. Briefly, BT549 cells were either transfected with siBCKDK #1 or #2 and siCon for 48 h or with 500 µM BT2 for 20 h followed by treatment with 1 µM puromycin dihydrochloride (Sigma, P8833) for 30 min followed by a 30 min chase with complete media. Puromycin incorporation was detected by Western blotting using the monoclonal puromycin antibody.

### BCKA measurements

For BCKA measurements, cells were incubated with serum-free DMEM low glucose, leucine-free medium (Sigma, D9443) for 24 h or during the duration of the treatment.

#### Secreted BCKA extraction

Twenty microlitres of the media and 120 µl of internal standard (4 mg/ml in H_2_O) containing leucine-d3 (CDN Isotopes), 40 µl of MilliQ water, 60 µl of 4 M perchloric acid (VWR) were combined and vortexed. Proteins were precipitated in two sequential steps, followed by centrifugation at 13,000 rpm for 15 min at 4 °C. Supernatants collected from both steps were combined for measuring BCKAs.

Intracellular BCKA extraction, BCKA derivatization, and quantification were done according to our previously published study [40].

### Statistical analysis

Data are expressed as mean ± S.D. unless otherwise indicated. Statistical analyses were conducted using Prism software (GraphPad, La Jolla, CA, USA). Comparisons between multiple groups were performed using one-way or two-way analysis of variance followed by a Tukey post hoc test, as appropriate. Data sets with two groups were analyzed using a two-tailed student’s *t* test. *p* Values of 0.05 were considered statistically significant.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Supplementary Data-Legends and Tables

Author Contribution form

Authorship Addition Justification Approval Form

## Data Availability

All data and materials used in the current study are available from the corresponding author upon request. The datasets generated and/or analyzed during the current study are available in NCBI’s Gene Expression Omnibus. Accession ID: GSE163297.

# Supplementary material for: Inhibiting BCKDK in triple negative breast cancer suppresses protein translation, impairs mitochondrial function, and potentiates doxorubicin cytotoxicity
**Source:** Cell Death Discov. 2021 Sep 15;7:241. doi: 10.1038/s41420-021-00602-0
**Supplement:** Supplementary file 7 — Supplementary Data-Legends and Tables

**Inhibiting BCKDK in triple negative breast cancer suppress protein translation, impair mitochondrial function, and potentiate doxorubicin cytotoxicity**

**Running Title:** *Inhibiting BCKDK increase TNBC DOX toxicity*

Dipsikha Biswas^1^, Logan Slade^1^, Luke Duffley^1^, Neil Mueller^1^, Khoi Thien Dao^1^, Angella Mercer^1^, Shanmugasundaram Pakkiriswami^1^, Yassine El Hiani^2^, Petra Kienesberger^1^ and Thomas Pulinilkunnil^1*^

**SUPPLEMENTARY INFORMATION**

**Supplementary figure legends:**

**Figure S1. BCAA degradation enzyme expression is suppressed in TNBCs and can be revived by DOX treatment.** A) Quantification of *ACADSB*, *HADHA*, *HIBCH*, and *KLF15* mRNA expression corrected to 18S/HSPCB reference genes in MCF10A, BT549 and MDA-MB231 cells. B) Immunoblot and densitometric analysis of BCKDK, total and phosphorylated BCKDHA E1α Ser 293, BCAT2, BCKDHB, DLD and KLF15 in MCF10A, MDA-MB231 and BT549 cells. C-D) BCAA catabolic enzyme expression in TNBCs treated with 2µM DOX for 18h. Quantification of *BCAT1*, *ACADSB*, *HADHA*, *HIBCH*, mRNA expression corrected to 18S/HSPCB reference genes in MDA-MB231 (C) and BT549 (D) cells. E) Immunoblot and densitometric analysis of BCKDK, total and phosphorylated BCKDHA E1α Ser 293 and BCAT2 in BT549 cells treated with 1µM and 2µM DOX for 18h. Data presented as mean ± S.D. Statistical analysis was performed using a two-way ANOVA followed by a Tukey’s multiple comparison test; *p <0.05, **p < 0.01, **** p <0.0001 as indicated.

**Figure S2. BCKDK knockdown increases cell death and potentiates DOX’s effects in TNBCs.**  mRNA quantification of *BCKDK* (A) and protein expression (B) of BCKDK and cleaved and total caspase 3 expression in MDA-MB231 cells transfected with siRNA targeting BCKDK at exon 4 (siBDK#1) and exon 5 (siBDK#2). C) Cell counts at 0, 24 and 48h of MDA-MB231 cells transfected with siCON, siBDK#1 or siBDK#2. D) Immunoblot and densitometric analysis of BCKDK, total and cleaved Caspase 3, cleaved Caspase 7, total and Bax in BT549 cells transfected with siCON, siBDK#1 or siBDK#2 for 72h followed by 2µM DOX or DMSO for 18h. Data presented as mean ± S.D. Statistical analysis was performed using a two-way ANOVA followed by a Tukey’s multiple comparison test; *p <0.05, **p < 0.01, **** p <0.0001 as indicated.

**Figure S3. BCKDK silencing induces genes associated with cell death in TNBCs.** A) Immunoblot and densitometric analysis of total and cleaved Caspase 3 in MDA-MB231 and BT549 cells transduced with either shGFP or shBCKDK for 48h followed by 2µM DOX or DMSO for 18h. G) Metabolic viability of MDA-MB231 cells transduced with either shGFP or shBCKDK and treated with 2µM DOX or DMSO for 18 h plus 48 h in drug-free medium. C) Antibody-immobilized PVDF membranes containing 43 different apoptosis associated proteins incubated with extracts of CON (siCON) and BCKDK (siBDK#1) silenced MDA-MB231 cells, treated with or without 2µM DOX for 18h. Differentially expressed proteins (fold change more than 1.5 or less than 0.6) are quantified and indicated on the blots. a=Survivin, b=Bim, c=Cytochrome, d= Fas, e= Caspase8.

**Figure S4. BT2 at high doses induce cell death markers in TNBCs.** A) Immunoblot and densitometric analysis of phosphorylated BCKDE1α Ser 293, BCKDK, total and cleaved Caspase 3, cleaved Caspase 7, total and cleaved PARP, total and phosphorylated ATM Ser 1981 in MDA-MB231 cells treated with 500µM BT2 for 20h. Densitometric analysis is from three independent experiments.

**Figure S5. BT2 augments mRNA expression of BCAA catabolic genes and reduces BCKA accumulation and secretion.** A) Heatmap for the genes involved in BCAA catabolism which were differentially regulated by BCKDK knockdown. B-C) Quantification of BCKDK, BCKDHA, PPM1K, BCKDHB, BCAT2, BCAT1, ACADSB, HADHA, HIBCH, HIBADH and KLF15 mRNA expression corrected to 18S/HSPCB reference genes in B) MDA-MB231 and C) BT549 cells transfected with siCON, siBDK#1 or siBDK#2 for 72h. D) Quantification of BCKDK, BCKDHA, PPM1K, BCKDHB, ACADSB, HIBCH, HIBADH and KLF15 mRNA expression corrected to 18S/HSPCB reference genes in BT549 cells treated with 500µM BT2 for 20h. Statistical analysis was performed using a two-way ANOVA followed by a Tukey’s multiple comparison test; *p <0.05, **p < 0.01, **** p <0.0001 as indicated. E) UPLC MS/MS analysis of intracellular BCKAs in MDA-MB231 cells transduced with shBCKDK and shGFP for 48h. Measurement of intracellular (F) and secreted BCKAs in the media (G) by UPLC MS/MS in MDA-MB231 cells treated with 500µM BT2 for 20h. Data presented as mean ± S.D. Statistical analysis was performed using a Student’s t-test; *p <0.05, **p < 0.01, **** p <0.0001 as indicated.

**Figure S6. BT2 does not affect mitochondrial respiration in MCF10A cells.** A-B) Non mitochondrial respiration measured in MDA-MB231 cells A) transfected with siCON or siBDK#2 for 48h or B) treated with 250µM or 500µM BT2 for 20h, in the presence of 25mM glucose. C-G) Basal and maximal OCR (C), ATP production (D), spare capacity (E), proton leak (F) and non mitochondrial respiration (G) measured in MCF10A cells treated with 250µM or 500µM BT2 for 20h in the presence of 25mM glucose. Data presented as mean ± S.D. Statistical analysis was performed using a was performed using two-way ANOVA followed by a Tukey’s multiple comparison test for (A) or Student’s t-test for (B); *p <0.05, **p < 0.01, **** p <0.0001 as indicated.

**Table S1.** List of antibodies.

(Fine chemicals, if noted otherwise under the Materials and Methods segment, are from Sigma.)

| **Antibodies** | **Source** | **Identifier** |
| --- | --- | --- |
| BCKDK | My Biosource | MBS 275719 |
| p-BCKDE1α S293 | Bethyl Lab | A303-567A |
| BCKDHA | My Biosource | MBS 275832 |
| BCKDHB | Santa Cruz Biotechnology Inc. | H-6; sc-374630 |
| BCAT2 | Invitrogen | PA5-21549 |
| DLD | Santa Cruz Biotechnology Inc. | G-2; sc-365977 |
| KLF15 | Novus Biologicals | NBP2-24635 |
| cCaspase 3 D175 | Cell Signaling Technologies | 9664 |
| cCaspase 7 D198 | Cell Signaling Technologies | 8438 |
| Caspase 3 | Cell Signaling Technologies | 9662 |
| cPARP D124 | Abcam | ab110315 |
| PARP | Cell Signaling Technologies | 9532 |
| p-ATM S1981 | Cell Signaling Technologies | 5883 |
| ATM | Cell Signaling Technologies | 2873 |
| Sestrin 2 | Cell Signaling Technologies | 8487S |
| p-mTOR S2448 | Cell Signaling Technologies | 5536 |
| mTORC1 | Cell Signaling Technologies | 2972 |
| p-P70S6K T389 | Cell Signaling Technologies | 9234 |
| P70S6K | Cell Signaling Technologies | 2708 |
| p-S6 S240/244 | Cell Signaling Technologies | 5364 |
| S6 | Cell Signaling Technologies | 2217 |
| p-eEF2 T56 | Cell Signaling Technologies | 2331 |
| eEF2 | Cell Signaling Technologies | 2332 |
| p-eEF2K S366 | Cell Signaling Technologies | 3691 |
| eEF2K | Cell Signaling Technologies | 3692 |
| p-eIF2α S51 | Cell Signaling Technologies | 9721 |
| eIF2α | Cell Signaling Technologies | 9722 |
| Puromycin clone 12D10 | Millipore-Sigma | MABE343 |
| Total OXPHOS cocktail | Abcam | ab110413 |
| mouse anti-rabbit IgG-HRP | Santa Cruz Biotechnology Inc. | sc-2357 |
| m-IgG kappa BP-HRP | Santa Cruz Biotechnology Inc. | sc-516102 |

**Table S2.** List of primers.

| **Primer** | **Gene name** | **Sequence 5'-3'** |
| --- | --- | --- |
| h- BCKDK-F  h- BCKDK-R | Branched chain ketoacid dehydrogenase kinase | GACTTCCCTCCGATCAAGGAC  CTCTCACGTAGGCCCTCTG |
| h-BCKDHA-F  h-BCKDHA-R | Branched chain keto acid dehydrogenase E1 alpha polypeptide | CTACAAGAGCATGACACTGCTT  CCCTCCTCACCATAGTTGGTC |
| h- BCKDHB-F  h- BCKDHB-R | Branched chain keto acid dehydrogenase E1 subunit beta | TGGAGTCTTTAGATGCACTGTTG  CGCAATTCCGATTCCAAATCCAA |
| h-KLF15 -F  h- KLF15 -R | Kruppel like factor 15 | CGGCTGGAGGTTCTCGCGCTCTG AGGCTGGGGTTCAGGGCGCTTTC |
| h-PPM1K-F  h-PPM1K-R | Protein phosphatase Mg2+/Mn2+ dependent 1K | ATAACCGCATTGATGAGCCAA CGCACCCCACATTTTCCAAG |
| h-BCAT2-F  h-BCAT2-R | Branched chain amino acid transaminase 2 | CGCTCCTGTTCGTCATTCTCT CCCACCTAACTTGTAGTTGCC |
| h-ACADSB-F h-ACADSB-R | Acyl-CoA dehydrogenase short branched chain | GATGGCAAATGTAGACCCTACC GGAGGTTTTAGTCCTGGTCCC |
| h-HADHA-F  h-HADHA-R | Hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha | CTGCCCAAAATGGTGGGTGT GGAGGTTTTAGTCCTGGTCCC |
| h-HIBCH-F  h-HIBCH-R | 3-hydroxyisobutyryl-CoA hydrolase | TGGTTCTTGCCAGAAACCTTATG  GTAGCCACTCGAAATTGCCCA |
| h-BCAT1-F  h-BCAT1-R | Branched chain amino acid transaminase 1 | AGCCCTGCTCTTTGTACTCTT  CCAGGCTCTTACATACTTGGGA |
| h-HIBADH-F  h-HIBADH-R | 3-hydroxyisobutyrate dehydrogenase | TGCTGCCCACCAGTATCAATG  GCAGGATCAATAGTGCTGGAATC |
| h-18S-F  h-18S-R | 18S ribosomal RNA | AGAAACGGCTACCACATCCA  CACCAGACTTGCCCTCCA |
| h-HSP90AB1-F  h-HSP90AB1-R | Heat shock protein HSP 90-beta | TCTGGGTATCGGAAAGCAAGCC  GTGCACTTCCTCAGGCATCTTG |

# Supplementary material for: Inhibiting BCKDK in triple negative breast cancer suppresses protein translation, impairs mitochondrial function, and potentiates doxorubicin cytotoxicity
**Source:** Cell Death Discov. 2021 Sep 15;7:241. doi: 10.1038/s41420-021-00602-0
**Supplement:** Supplementary file 8 — Author Contribution form

**ADMC**

Journal Name:

\_\_\_\_\_

Cell Death Discovery

Proposed Title of the Contribution:

|  |
|--|
|  |
|--|

**Author(s):**

\_\_\_\_\_

(the ‘Authors’)

Please complete the table below to indicate the contributions of all named authors to the manuscript.

[illegible]

Please complete the table below to indicate the contributions of all named authors to the figures.

|  |  |
|--|--|
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |

Signed for and on behalf of the Author(s):

TP

Print Name:

Date:

# Supplementary material for: Inhibiting BCKDK in triple negative breast cancer suppresses protein translation, impairs mitochondrial function, and potentiates doxorubicin cytotoxicity
**Source:** Cell Death Discov. 2021 Sep 15;7:241. doi: 10.1038/s41420-021-00602-0
**Supplement:** Supplementary file 9 — Authorship Addition Justification Approval Form

## Important information. Please read.

- This form should be used by authors to request any change in authorship (adding/deleting authors) including changes in corresponding authors. This form should not be used for name changes. Please fully complete all sections. Use black ink and block capitals and provide each author's full name with the given name first followed by the family name.
- By signing this declaration, all authors guarantee that the order of the authors are in accordance with their scientific contribution, if applicable as different conventions apply per discipline, and that only authors have been added who made a meaningful contribution to the work.
- Please note, in author collaborations where there is formal agreement for representing the collaboration, it is sufficient for the representative or legal guarantor (usually the corresponding author) to complete and sign the Authorship Change Form on behalf of all authors, **next to the added/removed author(s). (Complete Section 3, followed by Section 6.)**  
In author collaborations where there is no formal agreement for representing the collaboration and **there are more than 10 authors**, one may sign for all, provided the signer appends correspondence that attests that each of the authors have agreed to the change **and the added/removed authors sign the form. (Complete Section 3, followed by Section 6.)**
- Please note, we cannot investigate or mediate any authorship disputes. If you are unable to obtain agreement from all authors (including those who you wish to be removed) you must refer the matter to your institution(s) for investigation. Please inform us if you need to do this.
- If you are not able to return a fully completed form within **30 days** of the date that it was sent to the author requesting the change, we may have to withdraw your manuscript. We cannot publish manuscripts where authorship has not been agreed by all authors (including those who have been removed).
- Incomplete forms will be rejected.
- Please return/upload this form, fully completed, to the Journals Editorial Office. The Journal and/or Publisher will consider the information you have provided to decide whether to approve the proposed change in authorship. We may decide to contact your institution for more information or undertake a further investigation, if appropriate, before making a final decision.

Section 1: Please provide the current title of manuscript

Manuscript ID no.: CDDISCOVERY-21-1626R

Title: Inhibiting BCKDK in triple negative breast cancer suppress protein translation, impair mitochondrial function, and potentiate doxorubicin cytotoxicity

Section 2: Please provide the previous authorship, in the order shown on the manuscript before the changes were introduced. Please indicate the corresponding author by adding (CA) behind the name.

|                         | First name(s) | Family name        | ORCID or SCOPUS id, if available |
|-------------------------|---------------|--------------------|----------------------------------|
| 1 <sup>st</sup> author  | Dipsikha      | Biswas             | 0000-0003-0990-9678              |
| 2 <sup>nd</sup> author  | Logan         | Slade              |                                  |
| 3 <sup>rd</sup> author  | Luke          | Duffley            |                                  |
| 4 <sup>th</sup> author  | Neil          | Mueller            |                                  |
| 5 <sup>th</sup> author  | Khoi          | Thien Dao          |                                  |
| 6 <sup>th</sup> author  | Angella       | Mercer             |                                  |
| 7 <sup>th</sup> author  | Yassine       | El Hiani           |                                  |
| 8 <sup>th</sup> author  | Petra         | Kienesberger       | 0000-0001-9643-8338              |
| 9 <sup>th</sup> author  | Thomas        | Pulinilkunnil (CA) | 0000-0003-1228-893X              |
| 10 <sup>th</sup> author |               |                    |                                  |

Please use an additional sheet if there are more than 10 authors.

**Section 3: Please provide a justification for change. Please use this section to explain your reasons for changing the authorship of your manuscript, e.g. what necessitated the change in authorship? Please refer to the (journal) policy pages for more information about authorship. Please explain why omitted authors were not originally included and/or why authors were removed on the submitted manuscript.**

A new author Dr. Shanmugasundaram Pakkiriswami has been added to the manuscript for the following reasons;  
Due to the departure of the first author to another position my postdoctoral fellow Dr. Pakkiriswami undertook the tasks of completing the revision for this manuscript along with my graduate student Mr. Logan Slade. Due to ongoing pandemic restrictions Dr. Pakkiriswami's entry to my laboratory was only possible after December 2020 and he overlapped with Dr. Biswas (first author) after the first submission of this manuscript to CDD. Dr. Pakkiriswami's contributions is highlighted in the authorship contribution section. He supported cell culture, transcriptome data analysis and critically reviewing the revised submission.

**Section 4: Proposed new authorship. Please provide your new authorship list in the order you would like it to appear on the manuscript. Please indicate the corresponding author by adding (CA) behind the name. If the Corresponding Author has changed, please indicate the reason under section 3.**

|                         | First name(s)    | Family name (this name will appear in full on the final publication and will be searchable in various abstract and indexing databases) | Affiliated institute | E-mail address         |
|-------------------------|------------------|----------------------------------------------------------------------------------------------------------------------------------------|----------------------|------------------------|
| 1 <sup>st</sup> author  | Dipsikha         | Biswas                                                                                                                                 | Dalhousie University |         |
| 2 <sup>nd</sup> author  | Logan            | Slade                                                                                                                                  | Dalhousie University |      |
| 3 <sup>rd</sup> author  | Luke             | Duffley                                                                                                                                | Dalhousie University |         |
| 4 <sup>th</sup> author  | Neil             | Mueller                                                                                                                                | Dalhousie University |         |
| 5 <sup>th</sup> author  | Khoi             | Thien Dao                                                                                                                              | Dalhousie University |         |
| 6 <sup>th</sup> author  | Angella          | Mercer                                                                                                                                 | Dalhousie University |         |
| 7 <sup>th</sup> author  | Shanmugasundaram | Pakkiriswami                                                                                                                           | Dalhousie University |         |
| 8 <sup>th</sup> author  | Yassine          | El Hiani                                                                                                                               | Dalhousie University |  |
| 9 <sup>th</sup> author  | Petra            | Kienesberger                                                                                                                           | Dalhousie University |         |
| 10 <sup>th</sup> author | Thomas           | Pulinilkunnil (CA)                                                                                                                     | Dalhousie University |         |

Please use an additional sheet if there are more than 10 authors.

Section 5: Author contribution, Acknowledgement and Disclosures. Please use this section to provide a new disclosure statement and, if appropriate, acknowledge any contributors who have been removed as authors and ensure you state what contribution any new authors made (if applicable per the journal or book (series) policy). **Please ensure these are updated in your manuscript - after approval of the change(s) - as our production department will not transfer the information in this form to your manuscript.**

**New acknowledgements:**

None

**New Disclosures (financial and non-financial interests, funding):**

None

**New Author Contributions statement (if applicable per the journal policy):**

Updated author contribution statement was attached in the revised submission. Dr. Pakkiriswami conducted formal analysis, software, methodology and validation for the transcriptome data in the revised submission. He also assisted in cell culture work to generate samples for UPLC MS spec analysis and proof reading the manuscript prior to formal submission.

State 'Not applicable' if there are no new authors.

Section 6: Declaration of agreement. All authors, unchanged, new and removed *must* sign this declaration.

(NB: Please print the form, (docu)-sign and return/upload a scanned copy. Please note that signatures that have been inserted as an image file are acceptable as long as it is handwritten. Typed names in the signature box are unacceptable.) \* Please delete as appropriate. Delete all of the bold if you were on the original authorship list and are remaining as an author.

|                         | First name       | Family name  |                                                                                                                                                                               | Signature                                                                             | Date          |
|-------------------------|------------------|--------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|---------------|
| 1 <sup>st</sup> author  | Dipsikha         | Biswas       | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 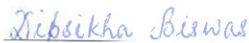   | July 09, 2021 |
| 2 <sup>nd</sup> author  | Logan            | Slade        | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 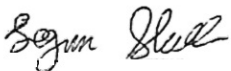   | July 09, 2021 |
| 3 <sup>rd</sup> author  | Luke             | Duffley      | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 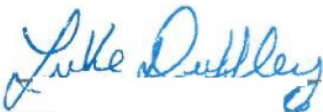   | July 09, 2021 |
| 4 <sup>th</sup> authors | Neil             | Mueller      | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 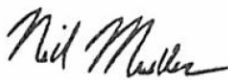   | July 09, 2021 |
| 5 <sup>th</sup> author  | Khoi             | Thien Dao    | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 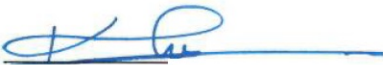   | July 09, 2021 |
| 6 <sup>th</sup> author  | Angella          | Mercer       | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 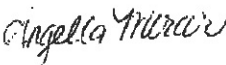 | July 09, 2021 |
| 7 <sup>th</sup> author  | Shanmugasundaram | Pakkiriswami | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 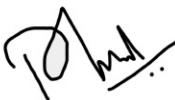 | July 09, 2021 |

|                         | First name | Family name   |                                                                                                                                                                               | Signature                                                                           | Date          |
|-------------------------|------------|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|---------------|
| 8 <sup>th</sup> author  | Yassine    | El Hiani      | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 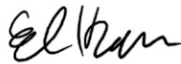 | July 09, 2021 |
| 9 <sup>th</sup> author  | Petra      | Kienesberger  | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author | 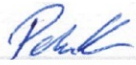 | July 09, 2021 |
| 10 <sup>th</sup> author | Thomas     | Pulinilkunnil | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author |  | July 09, 2021 |

Please use an additional sheet if there are more than 10 authors.

## In case of author collaborations with formal agreement:

|                                | Name of consortium/consortia | First name | Family name |                                                                                                                                                                               | Signature | Date |
|--------------------------------|------------------------------|------------|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|------|
| Representative/legal guarantor |                              |            |             | I agree to the proposed new authorship shown in section 4 /and the <b>addition/removal*of my name to the authorship list</b> /and the proposed change in corresponding author |           |      |

Both added/removed authors should complete the information in the first table under Section 6.

---- End of form ----

How the deposited data were processed for this re-analysis (not part of the article)

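The data were RNA-Seq of MDA-MB231 cells, 48 h after transfection with 10 nM of a scrambled siRNA (siCON, 4 libraries), siBDK#1 (3 libraries) or siBDK#2 (3 libraries). The condition of each library was taken from its labels, and the groups share no replicate numbers that pair them. Replicates are numbered here within each group, in the order of the labels' library numbers. The paper's text gives paired-end sequencing with 50 M reads, refers to an earlier study for the analysis, and tests genes with an average estimated count above 0.3. It does not name the aligner, the counting tool, the genome build or the annotation.

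The authors deposited a signal per gene and library, in the unit of counts normalized with DESeq2, so that differences in depth between libraries had been divided out. The values have decimals, and the totals of 55.3 to 58.1 M per library are close to each other. Such values are not counts, and no count model was fitted. The steps between low values gave the value of 1 read in each library (0.628 to 1.23) and so a depth of 45.3 to 88.0 M reads, with a median of 59.2 M with siCON, 63.6 M with siBDK#1 and 51.6 M with siBDK#2. Steps were read from values under 12, of which 53.5% to 61% lay within 0.03 reads of a whole number against 6.0% by chance, so whole reads were not recovered for nearly all genes. The steps were found within 1% of the known ones in 20 of 20 simulated libraries. The precision of a fold change is given by its SE from the replicates.

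The table holds 24480 rows, of which 23956 had a mean above 0.3 and were tested and 524 did not. Gene names shared by more than 1 row (939 names) were kept as separate rows. Differences were tested on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a mean-variance trend, with all 10 libraries in 1 model, two-sided. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.01. The comparisons were siBDK#1 with siCON, siBDK#2 with siCON, and siBDK#2 with siBDK#1. As in the paper, a gene was called with both siRNAs where both comparisons passed and the directions were the same. On simulated data with 200 genes changed by 1 on the log2 scale, 166 were recovered with both siRNAs. Of 23185 unchanged genes, 0 were called with both, and the median fitted change of the changed genes was 0.999. Calls with 1 siRNA were counted only in simulated data with no change, for siBDK#1 (0 of 23384 genes).

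Since both comparisons share the siCON libraries, unchanged groups, siCON included, were simulated with independent noise in each gene. There were 100 draws for the correlation of fold changes and 20 for the calls. Distances between libraries were Euclidean, and principal components and complete-linkage clustering used the same log2 values. A total of 12 gene lists (BCAA catabolism, respiratory complex I, complexes II and III, complexes IV and V, mitochondrially encoded genes, the mitochondrial ribosome, the unfolded protein response, ATF4 targets of the integrated stress response, calcineurin and NFAT, interferon response, p53 targets, and proliferation) stood in for the paper's GO terms, whose annotation was not used here. They were tested with camera at a preset correlation of 0.01 for each siRNA, adjusted over the 12 lists and both siRNAs and called at an adjusted p under 0.05, with fry and with an estimated correlation beside it. The tests, lists and alternatives were fixed before the data were examined, except where the text says otherwise.

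The genes named are those the paper names from these data in its text or in Fig. 4E and 5A, the genes of proteins in its other assays, the 5 genes with the largest mean rise and the 5 with the largest mean fall over both siRNAs among called genes with a mean of at least 50, and list members called with both siRNAs. CALR and MCCC2 were added after the data had been seen. Coordinates and overlaps come from GENCODE release 29 on GRCh38, in which 22020 of the 23956 tested rows (91.9%) have their identifier. The annotation is not stated to be that of the authors.

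Short words were tested for off-target silencing. For each of 15756 words of 7 bases, the fold changes of genes with and without it in the 3′ UTR were compared over genes with a mean of at least 50 and a 3′ UTR of at least 50 bases (12164 genes), for words in at least 100 genes, with fold changes bounded at 1.5 in size, and against 100 shuffles of the fold changes. The words were chosen in 1 part of 6082 genes and tested in the other 6082. There were 5 words each for falls with siBDK#1, falls with siBDK#2 and rises with both. The choosing part was drawn at random from genes neither named here nor in the lists. Named genes and list members were thus all in the testing part, which is not a random sample of genes. Shares of genes with a word were compared with 1000 draws of genes of like 3′ UTR length and mean. In simulations, 20 of 20 planted words came first. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

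Alternatives were pseudocounts of 0.1 and 8, no filter, a mean of at least 10, equal library totals, median-centred values, quantile normalization, no trend, precision weights (voom), fits of only the groups compared, an adjusted p under 0.05, and each library left out in turn. For distances, the 500 genes of largest variance were also used. Added after the data had been seen were rows of one gene name summed, the mitochondrial level as a covariate, separate siCON libraries for each siRNA (the mean over 6 ways to divide them), a pseudocount of 32 with the 500 most variable genes, and the third row of MCCC2 left out of its list. The qPCR, immunoblot, doxorubicin and metabolite experiments were not analysed here. The sensitivity result of 1 gene is not reported here.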

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

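Of the tests in this part, those of depth, of scaling, of the mitochondrial level between the siRNAs, and of other splits for counts of genes were chosen after the result was seen. The word tests were set out beforehand, though splitting the genes into a choosing and a testing part was adopted after words had been tested over all genes. The hypothesis on the control siRNA was formed after rising words had been seen, and its tests were set out before they were run.

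One siCON library lay far from the other 3 for 4 of 75 items tested, about what chance gives at 1 in 20. The mitochondrial level, the mean log2 value of 13 mitochondrially encoded genes, was 16.3 in siCON replicate 2 and 15.3, 15.4 and 15.4 in the others (gap over range 0.850). MT-CO1, one of those genes, had 316480 in that library against 157870 to 167600 (0.914), so the pair is 1 pattern. The level also varied within the siBDK groups, over 3.96-fold across the 10 libraries, with 3853 genes associated with it within groups. Its relation to depth within groups gave Pearson's r of -0.020 (permutation p = 0.970) and Spearman's rho of -0.018 (p = 0.98), and r of 0.047 without siBDK#1 replicates 1 and 3. No relation to depth was seen, though 10 libraries do not exclude a weak one. The totals of the libraries lay between 55.3 and 58.1 M, and making them equal left 103% of the spread. That argues against the authors' scaling, since 1 factor per library moves all genes alike, and the slopes of nuclear genes on the level did not follow GC content (Spearman's rho 0.136 over 12884 genes, 93.4% with a value). They followed transcript length (rho 0.330), past the 0.3 set beforehand, which is in line with a difference in RNA quality or library preparation. That stays open, as does a difference in the cells, which was not tested.

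NDUFAF1 had 947 in siCON replicate 4 against 998 to 1007 (gap over range 0.847), and SESN2 had 615 in siCON replicate 1 against 775 to 777 (0.988). Without these libraries NDUFAF1 changed by -0.37 and -0.56 and SESN2 by -0.42 and 0.67 with siBDK#1 and siBDK#2. The fall of SESN2 with siBDK#1 was called without that library (adjusted p = 0.0099, limma) and not with it. With all libraries, the rise of SESN2 with siBDK#2 was 0.75 (adjusted p = 1.6e-04, limma), and it was called under each of 23 other settings. A second row of SESN2 holds identical values and is no separate measure. No explanation specific to these genes was tested, and none is offered beyond the share that chance gives.

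Between the siRNAs, 2500 genes differed by limma's test, and 1 of the 10 splits of the 6 libraries, the real one, gave as many. The others gave 0 genes each, though 10 splits allow no share under 0.05 and so do not exclude a random grouping. With the mitochondrial level as a covariate 95.8% of these genes were still called (2395), which argues against the level as the cause. A candidate explanation is silencing of other genes by each siRNA through short matches. In the genes not used to choose it, the word CCTTTTA went with lower expression after siBDK#1 (t = -6.69) and not siBDK#2 (t = 0.789), and GACAAGA after siBDK#2 (t = -9.36) and not siBDK#1 (t = -0.021), while shuffled fold changes reached -4.69 and -5.16. Both words occur in the BCKDK transcript, as 12.2% of words do. A word of this kind was in the 3′ UTR of 64.1% of the differing genes with a 3′ UTR tested and of 54.97% of all genes, and 291 of the 2321 had none in the 3′ UTR or the coding sequence, so the words leave part of the difference open. CCTTTTA and GACAAGA each differed between the siRNAs (t of 6.33 and -9.10 for siBDK#2 minus siBDK#1), in opposite directions. BCKDK fell with both siRNAs, so this argues against a response to its loss through these words, which would move each of them with both.

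Of 72 named genes, those named only as list members not counted, 14 differed between the siRNAs. The differences (siBDK#2 minus siBDK#1) were 0.45 for CASP2, 0.62 for BIRC5, 1.09 for SESN2, 1.48 for JAK1, 0.46 for SCML2 and 0.71 for SLC36A1, each with a siBDK#1 word in the 3′ UTR and lower with siBDK#1 than with siBDK#2. That direction between the siRNAs is what silencing by siBDK#1 (t = -6.69 for its top word) would give, though a word in 1 gene decides nothing. Against siCON, CASP2, BIRC5, JAK1 and SCML2 were called as lower with siBDK#1. SESN2 was not (-0.34, adjusted p = 0.042, limma), and it rose with siBDK#2 (0.75), as BIRC5 did (0.31). SLC36A1 rose with siBDK#1 (1.15), and more with siBDK#2 (1.87). The only word of SESN2 (TCCTTTA, t = -3.96) did not pass the lowest t of the shuffles (-4.69). CYCS (0.59), AGPS (-0.44) and ENPP4 (-0.63) carry words of both siRNAs, and RAB11FIP5 (-0.47) carries siBDK#2 words and was lower with it. PLEKHG4B (0.99) carries siBDK#2 words and was higher with it, and TNFSF10 (-0.25), CD3EAP (-0.51) and GLRX5 (-0.75) carry no word of either in the 3′ UTR. Words in 3′ UTRs therefore do not account for these 4, while words in their coding sequences stay open.

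Of the 12 lists, 6 were called between the siRNAs (camera at the preset correlation of 0.01, adjusted over the lists). The ATF4 list was higher with siBDK#2 (adjusted p = 2.1e-16, median difference 0.36), as were proliferation (4.7e-09, 0.24), the unfolded protein response (1.6e-06, 0.20) and p53 targets (0.0056, 0.10), all from camera. Interferon genes (adjusted p = 1.4e-05, -0.25) and mitochondrially encoded genes (0.014, -0.71) were lower in camera. Mitochondrially encoded genes move together as a level, which the preset correlation does not allow for. By library that level overlapped between siBDK#1 (14.9 to 16.2) and siBDK#2 (14.4 to 15.8). MT-CO1 was not called between the siRNAs (adjusted p = 0.26, limma), so the call of that list does not establish a difference. With the mitochondrial level as a covariate, camera gave an adjusted p of 6.9e-13 for the ATF4 list and 5.7e-08 for proliferation, which argues against that level for both. It gave 2.0e-04 for the unfolded protein response, 4.7e-06 for interferon genes and 0.023 for p53 targets. The mitochondrially encoded list, which is the level itself, was no longer called (0.93). Complexes IV and V, which did not differ without it (adjusted p = 0.53 from camera, higher with siBDK#2), were lower with siBDK#2 with it (0.032). The test of words took the 35 members of the ATF4 list with a 3′ UTR, whose median difference was 0.32. Among the 18 without a word of either siRNA it was 0.55, or 175% of that, which argues against silencing through such words. For proliferation 35.5% was left (0.087 against 0.24), as such silencing would give. Still, 15 of its 17 members without a word were higher with siBDK#2, so the words leave part of that difference open. BCKDK itself fell by -3.41 with siBDK#1 and -3.65 with siBDK#2 without a called difference between them (-0.24, adjusted p = 0.20, limma), so that no difference in the degree of its loss was seen that would go with the list's. A difference too small to be called here is not excluded, and a response to siBDK#2 itself stays open and was not tested.

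The 5 largest rises are in genes the paper does not discuss. With siBDK#2 they were 2.00 for PTPMT1, 1.96 for IGFBPL1, 1.70 for C17orf107, 1.87 for SLC36A1 and 1.98 for PLEKHG4B, and with siBDK#1 1.90, 1.71, 1.32, 1.15 and 0.99. The call of PLEKHG4B with siBDK#1 was lost in 9 of the 10 fits that each left out 1 library (0.85 to 1.06), and that of C17orf107 without siBDK#1 replicate 1 (1.31). A pseudocount of 8, quantile normalization, no trend, voom and fits of only the groups compared also lost that of PLEKHG4B. PTPMT1, C17orf107 and SLC36A1 carry a word of those that went with higher expression after both siRNAs, which 42.9% of genes that rose with both did against 13.0% of matched genes. Such words may mark genes that the control siRNA silences, a hypothesis, and IGFBPL1 and PLEKHG4B carry none. Words that went with falls after siBDK#1 (SLC36A1) or siBDK#2 (C17orf107 and PLEKHG4B) are in 3 of the 5, against their rises. PTPMT1 overlaps NDUFS3, and its second row is identical.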

How the results depend on the processing

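No paired analysis was possible because the groups share no replicate numbers in the labels. The planned count test in edgeR was not run, since whole reads were not recovered for nearly all genes.

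Without the mean-variance trend, 736 genes were called with siBDK#1, 1320 with siBDK#2, 280 with both in the same direction (263 shared with the 576), 1250 between the siRNAs and 31 in opposite directions. At an adjusted p under 0.05 the numbers were 2972, 3790, 1037, 4146 and 260, since the threshold is wider. Fits of only the groups compared gave 1089 between the siRNAs, from fewer libraries. For the trend the cause was not tested. Under the other planned settings that kept all libraries, between 555 and 669 genes were called with both, apart from 456 in fits of only the groups compared. The share of rises among them was 69.6%, 84.6% without the trend, and 69.3% to 72.3% under the other scalings.

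With the mitochondrial level as a covariate, chosen after the data had been seen, 2938 genes were called with siBDK#1, 3653 with siBDK#2, 1119 with both (575 shared with the 576, 53.4% of them rises) and 216 in opposite directions, the correlation of fold changes was 0.389 and 14 list tests were called. The correlation was 0.392 with a pseudocount of 8 and 0.081 with separate siCON libraries, the latter also chosen after the data had been seen, in which the shared controls are absent by construction. The ratio of distances between the siRNAs to those within groups was 1.23 with a pseudocount of 8, and 1.43 with a pseudocount of 32 and the 500 genes of largest variance at a mean of at least 10, chosen after the data had been seen. Otherwise the cause was not tested. Camera with an estimated correlation called 0 lists, with 1 at an unadjusted p under 0.05, because it allows for correlation within lists.

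Across the 10 fits that each left out 1 library, the numbers were 866 (without siBDK#1 replicate 3) to 1882 (without siBDK#2 replicate 3) with siBDK#1, 1525 (without siBDK#2 replicate 1) to 2404 (without siBDK#1 replicate 2) with siBDK#2, 370 (without siBDK#1 replicate 3) to 575 (without siBDK#2 replicate 3) with both, 1562 to 2613 between the siRNAs and 50 to 127 in opposite directions (each without siBDK#1 replicate 3 and without siBDK#2 replicate 3). The correlation was 0.35 (without siBDK#2 replicate 3) to 0.480 (without siCON replicate 2), the list tests called 7 (without siBDK#1 replicate 1) to 17 (without siBDK#2 replicate 2), and the ratio of distances 1.04 (without siBDK#1 replicate 3) to 1.10 (without siBDK#2 replicate 3).

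Some fold changes near 0 reversed. ACADSB with siBDK#1 was 0.0074 with equal library totals, UQCRC2 with siBDK#2 0.0068 with median-centred values, and with quantile normalization MTOR with siBDK#2 was -0.0085 and BCKDHB with siBDK#1 -0.0035. With the covariate, changes with siBDK#2 were -0.0092 for CASP9, -0.057 for PCCB, -0.0011 for ACADM, -0.0085 for NDUFB8, -0.040 for SDHB, 0.016 for ATM, and 0.0045 for ACADSB with siBDK#1. The cause was not tested.

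Results that reversed with 1 library left out had these ranges over the 10 fits. With siBDK#1 they were -0.11 to 0.0098 for ACADM, -0.13 to 0.062 for ACADSB, -0.035 to 0.25 for ATM, -0.021 to 0.033 for ATP5F1A, -0.037 to 0.062 for BCKDHB, -0.10 to 0.012 for CASP9, -0.027 to 0.073 for HIBADH, -0.091 to 0.31 for KLF15, -0.11 to 0.56 for MT-CO1, -0.022 to 0.16 for MTOR, -0.021 to 0.028 for PARP1. With siBDK#2 they were -0.063 to 0.061 for BCAT2, -0.028 to 0.092 for BCL2L11, -0.089 to 0.051 for CASP2, -0.034 to 0.055 for CASP8, -0.074 to 0.073 for MTOR, -0.0042 to 0.14 for NDUFB8, -0.035 to 0.091 for PCCB, -0.027 to 0.10 for SDHB, -0.037 to 0.035 for UQCRC2. Mean changes of lists were -0.048 to 0.020 for complex I with siBDK#2, -0.11 to 0.028 for complexes IV and V with siBDK#2, -0.026 to 0.069 for the mitochondrial ribosome with siBDK#2, -0.11 to 0.54 for mitochondrially encoded genes with siBDK#1. The cause was not tested.

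Of the other changes for genes, with 1 library left out 124 were weaker and 11 stronger, and under other settings 54 were weaker and 64 stronger. For lists, with 1 library left out 3 were weaker and 31 stronger, and under other settings 13 were weaker and 13 stronger. The called genes TNFSF10 and BCKDK kept their calls and directions with both siRNAs under each setting run. Depth limits genes with few reads, whose fold changes the pseudocount shrinks.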

Differences from the paper's values

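The paper reports 1024 genes differentially expressed with both siRNAs, and 576 were called here. Of the alternatives set before the data were examined, an adjusted p under 0.05 gave 1037, within 1.5 times the paper's number. The others, from 280 without the trend to 669 with equal library totals, and 370 to 575 with 1 library left out, did not close the gap. With the mitochondrial level as a covariate, chosen after seeing the values, 1119 were called.

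The first principal component holds about 47% of the variance in Fig. 4A, read by eye, and held 16.2% here. None of the alternatives set before the data were examined closed the gap, with values from 15.4% to 22.5%, and 17.0% to 18.4% with 1 library left out. The second holds about 26% in Fig. 4A, read by eye, and held 14.6% here. A pseudocount of 8 gave 19.1%, within 1.5 times the paper's value, while the 2 other alternatives and the fits with 1 library left out (15.4% to 16.2%) did not. With a pseudocount of 32 and the 500 genes of largest variance at a mean of at least 10, one of several combinations tried and chosen after seeing the values, the first held 33.0% and the second 20.8%, both within 1.5 times the paper's.

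Of the genes the paper gives as changed with BCKDK knockdown, several were not called with both siRNAs here. SMAD3 (log2 fold changes 0.38 and 0.25) was called with only genes of a mean of at least 10, with median-centred values, at an adjusted p under 0.05, with the covariate, and without siBDK#2 replicate 2. BAX (0.24 and 0.20) was called without siBDK#2 replicate 3 alone. TRADD (0.29 and 0.38) was called with equal library totals, at an adjusted p under 0.05 and with the covariate, and TNFRSF10A (-0.22 and -0.23) at an adjusted p under 0.05 and with the covariate. The covariate was chosen after seeing the values.

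The paper gives BCKDHA, MCEE, PCCB, HADHB and ACADM as increased. Here BCKDHA was called with both at an adjusted p under 0.05 and under no other setting run, and the others under none. PCCB (-0.11) and ACADM (-0.051) were lower with siBDK#1. BCAT1 and HIBCH, given as reduced, were lower with both and were called with both under no setting run, and neither were CASP2, CASP8, CASP9 and CASP10, of which CASP2 fell with siBDK#1.

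Of the 24 genes in Fig. 5A, given as downregulated, 14 were not called with both. CD3EAP and NAGS were called at an adjusted p under 0.05, GLRX5, GFM1, MPC1, TMEM71, NDUFAF1 and NME4 there and with the covariate (chosen after seeing the values), RAB11FIP5 also with only genes of a mean of at least 10, and CLU with the covariate. CAVIN1 was called with only genes of a mean of at least 10, at an adjusted p under 0.05, with the covariate, with equal library totals, with voom and without siBDK#1 replicate 2, and PPP2R1A with the covariate and without siBDK#1 replicate 2. RPUSD4 and TTC19 were called with both under no setting run. Fig. 4A and B show the groups apart, and here siBDK#2 lay apart on the first component and siCON on the second. Clustering into 3, at a pseudocount of 1 over all rows tested, recovered 0 of the 3 groups exactly.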

Other observations

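In this part, the scaling tests and the splits for counts of genes were chosen after the result was seen, and the word tests as stated for the difference between the siRNAs. Splits for single lists were added after those for the number of lists had been seen, and were set out before they were run.

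More genes rose than fell with both siRNAs (401 and 175). The share of rises was 69.6%, and 60.2% (624 and 413) at an adjusted p under 0.05 and 53.4% (598 and 521) with the mitochondrial level as a covariate, a setting chosen after the data had been seen. Without siCON replicate 4 falls were 82 and rises 299. A hypothesis is that the control siRNA silences genes in the siCON libraries, which would then seem to rise with both. Among genes not used to choose the words, 42.9% of the 210 that rose with both carried 1 of 5 rising words against 13.0% of matched genes, and 8.54% of the 82 that fell did. The excess over matched genes was 14.0 SD of the draws, which argues against the authors' scaling for the genes with these words, since 1 factor per library moves all genes alike. Without these genes 120 rose and 75 fell (61.5% rises). For them the excess and the authors' scaling cannot be told apart, because the other scalings run moved the medians too little to test it. The words went with a rise of 0.16 in 3′ UTRs and 0.095 in coding sequences, a difference of 5.01 SE, which argues against composition of the whole transcript. None of the 5 occurs in the BCKDK transcript. The sequence of the control siRNA was not used here, and a response to loss of BCKDK through the same words stays open.

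Of the 5 words that went with falls after each siRNA, 3 for siBDK#1 and 4 for siBDK#2 lie in the BCKDK transcript. The siBDK#1 word AGCGAAA did not hold in the genes not used to choose it (t = -0.589). CCTTTTA, TCCTTTT and CTCCTTT lie together on chromosome 16 of GRCh38 from 31109376 to 31109384, coding, in exon 2 of the transcripts without an extra first exon. GACAAGA, GGACAAG and TGGACAA lie from 31110426 to 31110434, coding, in exon 7, with further copies of siBDK#2 words at 31110492 to 31110499 and in the untranslated 31108119 to 31108127. The paper's text gives exon 2 for siBDK#1 and exon 7 for siBDK#2, and its legend of Fig. S2 gives exons 4 and 5, so that the paper's statements differ and the positions lie in the exons of only one of them. The siRNA sequences were not used here, so that these positions are candidate target sites only, with t of -6.69 and -9.36 for the top words. Of genes that fell with siBDK#1, 70.4% carried its words against 55.4% of matched genes, and with siBDK#2 42.1% against 27.7%. The siBDK#1 words went with a change of -0.047 in 3′ UTRs and -0.025 in coding sequences, a difference of -1.86 SE. For the siBDK#2 words these were -0.12 and -0.074, a difference of -3.16 SE. Composition of the whole transcript is thus not set apart for the siBDK#1 words. Of 552 genes called with both, 129 carried none of the 15 words.

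Other splits of the libraries gave as many called genes in 1 of 35 with siBDK#1 and 1 of 35 with siBDK#2, each the real one, and in 1 of 100 with both in the same direction and 1 of 100 in opposite directions, which argues against a random grouping. List tests are another matter, since 18 of 35 splits with siBDK#1 and 27 of 35 with siBDK#2 gave as many called lists. With siBDK#1, proliferation was lower (adjusted p = 3.3e-05 from camera, 4 of 35 splits as small), p53 targets lower (adjusted p = 0.0080 from camera, 3 of 35), interferon genes higher (adjusted p = 0.0035 from camera, 3 of 35) and the mitochondrial ribosome lower (16 of 35). With siBDK#2, proliferation was higher (adjusted p = 0.0023 from camera, 8 of 35), the unfolded protein response higher (4 of 35), the ATF4 list higher (adjusted p = 5.3e-15 from camera, 32 of 37 higher, 1 of 35) and calcineurin and NFAT higher (1 of 35). Each call but those of the mitochondrial ribosome and of proliferation with siBDK#2 (adjusted p = 0.091 from fry) held with fry, and none with an estimated correlation. Only the ATF4 and the calcineurin and NFAT lists with siBDK#2 had a share under 0.05, and a random grouping of libraries stays open for the other 6. For these lists 1 of 35 is the smallest share possible, and another split came close. As -log10 of the camera p, it reached 14.6 against 15.7 for the ATF4 list and 3.02 against 3.32 for calcineurin and NFAT.

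Lists not called were complex I (adjusted p = 0.072 with siBDK#1 and 0.45 with siBDK#2), complexes II and III (0.078 and 0.15), complexes IV and V (0.075 and 0.32) and mitochondrially encoded genes (0.47 and 0.056), all from camera. In fits of only the groups compared, a planned setting that keeps all their libraries, complexes I, II and III, and IV and V were called as lower with siBDK#1 (adjusted p = 0.019, 0.041 and 0.038 from camera). A covariate for the mitochondrial level, chosen after the data had been seen, gave calls of each as lower with siBDK#2 (-0.053, -0.18 and -0.12), and of complexes IV and V also with siBDK#1 (-0.050). All 3 lists were called as lower with siBDK#1 without siCON replicate 2 (-0.039, -0.10 and -0.10) and without siBDK#1 replicate 2 (-0.074, -0.12 and -0.12), and also without siBDK#2 replicate 2 and, for complexes I and IV and V, without siBDK#2 replicate 3, which leave these fold changes as they are and alter the variance alone. With siBDK#2 they were called as lower without siBDK#2 replicate 2 (-0.048, -0.17 and -0.11). Mitochondrially encoded genes were called as lower with siBDK#2 in fits of only the groups compared (-0.52) and with median-centred values (-0.50), as higher with siBDK#1 without siBDK#1 replicate 2 (0.54), and as lower with siBDK#2 in 6 of the 10 fits that each left out 1 library, such as without siCON replicate 1 (-0.63) and without siBDK#2 replicate 3 (-0.85).

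The list atf4_isr of ATF4 targets with siBDK#1 (adjusted p = 0.087 from camera) was called as lower without siCON replicate 1 (-0.10) and without siBDK#1 replicate 2 (-0.094). Interferon genes with siBDK#2 (adjusted p = 0.078 from camera) were called as lower by fry (adjusted p = 0.029), without siCON replicate 2 (-0.13) and without siBDK#2 replicate 2 (-0.11), and p53 targets with siBDK#2 were not called (adjusted p = 0.34 from camera).

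Of the mRNAs of 23 proteins in the paper's other assays, 0 were called with both siRNAs in the same direction. CYCS (-0.49) and PPM1K (-0.27) were called with siBDK#1 and not siBDK#2, and HADHA (-0.34) and SESN2 (0.75) with siBDK#2 and not siBDK#1. These are mRNA levels 48 h after transfection. The paper's apoptosis array measured proteins with siBDK#1 alone, and its SESN2 blots used BT2 or an shRNA, so the measures are unlike. At an unadjusted p under 0.05 with both, 0 changed in the same direction, while BIRC5 and SESN2 changed in opposite directions. Log2 fold changes ran from -0.49 to 0.15 with siBDK#1 and -0.58 to 0.75 with siBDK#2. BIRC5 was called in opposite directions (-0.32 with siBDK#1 and 0.31 with siBDK#2), and the calls were lost in 7 of the 10 fits that each left out 1 library (-0.32 to -0.28) and, with siBDK#2, in 8 of them (0.24 to 0.32).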
